# Mitochondrial Dysfunction in Apoptosis-Resistant Acute Myeloid Leukemia Cells During a Sterile Inflammatory Response

**DOI:** 10.3390/biom15121635

**Published:** 2025-11-21

**Authors:** Elena I. Meshcheriakova, Kirill S. Krasnov, Irina V. Odinokova, Aleksey I. Lomovsky, Olga V. Krestinina, Yuliya L. Baburina, Irina B. Mikheeva, Gulnara Z. Mikhailova, Anatoly S. Senotov, Polina S. Nekhochina, Yana V. Lomovskaya, Vladislav V. Minaychev, Irina S. Fadeeva, Margarita I. Kobyakova, Roman S. Fadeev

**Keywords:** mitochondrial dysfunction, proinflammatory activation, acute myeloid leukemia, drug resistance

## Abstract

Mitochondria are crucial for energy metabolism and the regulation of apoptosis and the inflammatory response in acute myeloid leukemia (AML). This study examined key mitochondrial characteristics in apoptosis-resistant AML cells during in vitro aseptic pro-inflammatory activation utilizing spectrofluorimetry, quantitative reverse transcription PCR, Western blotting, differential gene expression analysis, flow cytometry, transmission electron microscopy, and cellular respiration analysis. Under conditions of aseptic inflammation simulated in three-dimensional high-density cultures, apoptosis-resistant AML cells exhibited a significant reduction in the transcriptional activity of genes linked to oxidative phosphorylation and the tricarboxylic acid cycle; demonstrated diminished mitochondrial respiration activity; and decreased levels of the mitophagy regulatory proteins PINK1 and Parkin. Furthermore, pathogenic alterations in mitochondrial morphology were observed. These cells demonstrated enhanced intracellular generation of reactive oxygen species, lactate accumulation in the culture media, elevated levels of DRP1 protein, and an increased fraction of small and medium-sized mitochondria. The acquired data demonstrate that aseptic pro-inflammatory activation results in metabolic remodelling of acute myeloid leukemia cells, integrating characteristics of mitochondrial dysfunction. This condition may facilitate the persistence of leukemic cells during inflammatory stress and potentially contribute to the development of an apoptosis-resistant phenotype. The established in vitro model is crucial for examining both the characteristics of energy metabolism and the anti-apoptotic mechanisms in leukemic cells.

## 1. Introduction

Acute myeloid leukemia (AML) is a severe hematological malignancy originating from myeloid stem and progenitor cells, leading to the buildup of immature myeloid blasts in the bone marrow [1]. Acute myeloid leukemia (AML) is the predominant form of acute leukemia, representing over 80% of cases [2]. Chemotherapy is presently the primary treatment for this condition [3]. Nonetheless, the emergence of drug resistance in AML cells constrains the efficacy of this strategy.

Mitochondria are cellular organelles that govern essential tasks, such as ATP and NADH generation, metabolic processes, intracellular signalling, and homeostasis maintenance in both normal and altered cells [4,5]. Numerous investigations have established that mitochondria play a crucial role in the initiation, development, and metastasis of malignant neoplasms [4,5,6]. Moreover, they play a pivotal role in the emergence of drug resistance in cancer cells by modulating apoptosis via cytochrome C-dependent apoptosome formation [7,8,9].

A burgeoning corpus of research indicates that mitochondria play a crucial role in the regulation and initiation of inflammatory reactions [9,10,11]. Chronic aseptic inflammation, a characteristic of cancer [1,12], is linked not only to solid tumours but also to the advancement of myelodysplastic syndrome to acute myeloid leukemia (AML) [1,13]. Tumour-associated inflammation influences practically all phases of carcinogenesis, encompassing the origin and proliferation of the main tumour, as well as metastasis, therapeutic resistance, and recurrence [14,15]. Inflammatory mediators generated by immunological and malignant cells can facilitate cancer progression and resistance to therapy [14,16] by activating survival signalling pathways, such as JAK/STAT or NF-κB [14,17]. Mitochondrial protein-nucleic acid complexes demonstrate considerable structural resemblance to bacterial molecules, enabling them to function as potential ligands for pattern recognition receptors (DAMPs) [9,10,18]. Mitochondrial malfunction or injury can consequently induce aseptic inflammatory responses. This transpires through the activation of the cGAS/STING signalling pathway by mitochondrial DNA and by inflammasome activation prompted by mtDNA and reactive oxygen species (ROS) [9,10].

Previously, we developed and described an in vitro model of a sterile inflammatory response in AML cells using high-density three-dimensional cultures. In this model, AML cells were shown to produce pro-inflammatory cytokines and chemokines and to express surface CD markers characteristic of pro-inflammatory activation [19]. Furthermore, AML cells in these high-density three-dimensional cultures demonstrated sustained resistance to apoptosis [19]. It is well known that the bone marrow in AML is a damaged tissue with signs of chronic inflammation. This inflammatory microenvironment can help tumor cells avoid cell death and is also a marker of poor prognosis [20,21]. The present study examines the mitochondrial status of apoptosis-resistant AML cells under conditions of sterile pro-inflammatory activation using this model.

## 2. Materials and Methods

### 2.1. Cell Culture and Conditions

Human AML THP-1, MV4-11, HL-60 cells were obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA). Cells were cultured in RPMI-1640 medium (Sigma-Aldrich, St. Louis, MO, USA) supplemented with 10% fetal bovine serum (FBS; Gibco, Thermo Fisher Scientific, Waltham, MA, USA) and 40 μg/mL gentamicin sulfate (Sigma-Aldrich, St. Louis, MO, USA). Cultures were maintained at 37 °C in a humidified atmosphere with 5% CO_2_. To obtain low-density cultures (LDC) of apoptosis-sensitive cells, 5 × 10^3^ cells were seeded in 100 μL of culture medium per well of a U-bottom 96-well plate (Corning Inc., Corning, NY, USA). After 24 h, the cell count increased to 1.0 ± 0.1 × 10^4^ cells per well (equivalent to 1.0 ± 0.1 × 10^5^ cells/mL). To generate apoptosis-resistant, three-dimensional high-density cultures simulating aseptic proinflammatory cell activation (HDC), 5 × 10^3^ cells were seeded in 100 μL of medium per well in a U-bottom 96-well plate and cultured for 5 days without medium change. At the end of the culture period, each well contained a single three-dimensional multicellular aggregate with a cell count of 1.0 ± 0.1 × 10^5^ cells (equivalent to 1 × 10^6^ cells/mL) [19,22,23]. Cells stimulated with lipopolysaccharide (LPS), a known proinflammatory activator, were also included in the study [24,25,26]. For this purpose, cells were seeded at a density of 5 × 10^4^ cells/mL in a culture medium containing 10 µg/mL of LPS from *E. coli* O111:B4 (Santa Cruz Biotechnology, Dallas, TX, USA) and incubated for 24 h. After 24 h, the cell density increased to 9.0 ± 0.5 × 10^4^ cells/mL. Cells with depleted mtDNA (ρ^0^ cells) were generated by culturing them with 10 μM dideoxycytidine (MACKLIN, Shanghai, China) and 100 μg/mL uridine (Pallav Chemicals, Mumbai, India) for 7 days [27,28]. For this purpose, 2.5 × 10^5^ cells were seeded in 5 mL of culture medium. After 24 h, dideoxycytidine and uridine were added to the medium. The cells were incubated for 7 days, replacing the medium every 48 h with a fresh one with the same concentrations of dideoxycytidine and uridine. After incubation, the number of cells was 8.0 ± 0.6 × 10^5^ cells/mL. The proportion of dead cells in each group, as determined by staining with 0.2% trypan blue (Sigma-Aldrich, St. Louis, MO, USA), did not exceed 5%.

### 2.2. Cell Viability Assay

To produce high-density, apoptosis-resistant three-dimensional cultures (HDC) that replicate the sterile inflammatory activation of proinflammatory cells, 5 × 10^3^ cells in 100 µL of media were inoculated onto U-bottom 96-well plates and incubated for 5 days without medium replenishment. At the conclusion of the culture period, each well housed a solitary three-dimensional multicellular aggregate with a final cell count of (1.0 ± 0.1) × 10^5^ cells per well, corresponding to a density of 1 × 10^6^ cells/mL. Thereafter, the cells were pre-incubated with 1 µM Navitoclax (Cell Signaling Technology, Inc., Danvers, MA, USA) for 4 h prior to the introduction of cell death inducers. Cell viability was determined by calculating the ratio of live cells in experimental cultures to those in control cultures (without drugs) after a 24-h incubation with etoposide (Selleckchem, Houston, TX, USA) or recombinant TRAIL protein, which was obtained as described previously [29,30]. The number of viable cells following drug treatment was quantified by measuring the intensity of resazurin reduction (Sigma-Aldrich, St. Louis, MO, USA) using an Infinite F200 plate reader (Tecan, Männedorf, Switzerland) [19].

### 2.3. RNA Sequencing (RNA-Seq)

Total RNA sequencing was performed by “Genoanalitika” LLC using the Illumina HiSeq 1500 platform (San Diego, CA, USA). Sequencing was conducted for two experimental groups, each with three biological replicates. The raw and processed data are available in the Gene Expression Omnibus (GEO) database under accession number GSE298747 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE298747, accessed on 9 June 2025).

### 2.4. Differential Gene Expression Analysis

Differential gene expression analysis was performed using the DESeq2 package (version 1.38.3) in R (version 4.2.2) [31]. We compared the expression profiles of apoptosis-resistant THP-1 AML cells grown in high-density three-dimensional culture to those of apoptosis-sensitive cells grown in low-density culture. We used the design formula~condition, where “condition” represents the “HDC” and “LDC” samples, with no additional covariates included. The comparison was specified as “HDC” versus “LDC”. Using the DESeq2-normalized count matrix, we employed both a distance-based approach and Principal Component Analysis (PCA) to compare samples based on gene expression data by scipy (v. 1.11.4) and scikit-learn (v. 1.3.2) python packages respectively. For the distance-based analysis, pairwise Euclidean distances between samples were computed, followed by hierarchical clustering to generate similarity heatmaps. For the PCA, all differentially expressed genes were used to evaluate sample relationships through multivariate decomposition of variance.

### 2.5. Gene Set Enrichment Analysis (GSEA)

GSEA was performed using MitoPathways gene sets obtained from the MitoCarta3.0 database [32] using the GSEApy package (version 1.1.1) for the Python programming language (version 3.11) [33].

### 2.6. Mitochondrial Metabolism-Related Genes (MMRG) Expression and Functional Analysis

An annotated gene list from the MitoCarta3.0 database was used to identify MMRG [32]. From the genes that showed statistically significant differential expression (FDR < 0.05, |log2FoldChange| > 0) under high-density conditions, we selected those present in MitoCarta3.0. Functional enrichment analysis of the identified MMRG was performed with the MitoPathways gene sets (from the MitoCarta 3.0 database) via the Enrichr web service algorithms, which are integrated into the GSEApy package (version 1.1.1).

### 2.7. Construction and Analysis of a Protein–Protein Interaction (PPI) Network

A protein–protein interaction network for the products of the identified genes was constructed using stable Ensembl Gene IDs with the STRING database (version 12.0) [34]. The network was visualized using Cytoscape software (version 3.10.3) [35]. The analysis was restricted to genes whose products form a single connected network, thereby excluding isolated nodes. Network clustering was performed using the cytoHubba plugin (version 0.1) for Cytoscape, employing a combination of global and local node ranking algorithms to identify key hub genes [36].

### 2.8. Transmission Electron Microscopy (TEM)

For electron microscopy, a cell suspension was fixed for 3 h in a solution of 2.5% glutaraldehyde (NeoFroxx, Einhausen, Germany) in 0.1 M phosphate buffer (pH 7.2) at 4 °C. After fixation, the cells were washed three times with chilled 0.1 M phosphate buffer (pH 7.2) for 5 min each. Between washes, the cells were pelleted using a microcentrifuge (10,000 rpm, 1 min). The cell pellet was then post-fixed in 2% osmium tetroxide (OsO_4_) solution (Acros Organics, Geel, Belgium) for 1 h at 4 °C. Subsequently, the samples were dehydrated through a graded series of ethanol (30%, 50%, 70%, 96%, 100%) and pure acetone (100%) (Merck, Darmstadt, Germany), spending 10–15 min in each solution. The dehydrated samples were infiltrated and embedded in epoxy resin (Epon 812) (Clearsynth, Mumbai, India) according to a standard protocol, followed by polymerization at 37 °C for 24 h and then at 60 °C for another 24 h. Sections with a thickness of 60–70 nm were prepared from the polymerized blocks using a Leica EM UC6 ultramicrotome (Leica Microsystems, Wetzlar, Germany). The sections were sequentially stained with a 2% uranyl acetate solution (15–20 min, in the dark) (Pallav Chemicals, India) and with a lead citrate solution (Reynolds method, 5–10 min) (Honeywell International Inc., USA). The samples were examined using a JEM-1400+ transmission electron microscope (JEOL, Tokyo, Japan) operated at an accelerating voltage of 80 kV. Images were acquired at magnifications of ×3000 and ×10,000 and saved in TIFF format (8-bit, resolution 7904 × 6632 pixels). The micrographs were processed and morphometrically analyzed using the Image Tool 3.0 software (Informer Technologies, Inc., Los Angeles, CA, USA). The total number and size distribution of mitochondria, categorized as large (0.50–0.90 µm^2^), medium (0.19–0.28 µm^2^), and small (0.04–0.10 µm^2^), as well as the number of pathological forms, were quantified. Pathological features included reduced matrix electron density, complete or partial matrix vacuolization, disruption of mitochondrial membranes, and disorganization of cristae. The results are expressed as the count per plate (area of 10 µm^2^). The total number of mitochondria, along with the numbers of large (0.50–0.90 µm^2^), medium (0.19–0.49 µm^2^), small (0.04–0.18 µm^2^) mitochondria, and their pathological forms—characterized by partially or completely destroyed cristae—were counted and expressed as the number per plate area (per 10 µm^2^). For each experimental group, at least 100 micrographs were analyzed. Morphometric data were analyzed using Prism software for Windows (version 5.0). Cells with depleted THP1-ρ^0^ mtDNA were used as a positive control.

### 2.9. Mitochondrial Mass Analysis

To assess the mitochondrial mass, cells were stained with 5 µM Nonyl Acridine Orange (NAO) (Fisher Scientific, Waltham, MA, USA) for 30 min at 37 °C in an atmosphere of 5% CO_2_. The analysis was performed by flow cytometry using a BD Accuri C6 flow cytometer (BD Biosciences, Franklin Lakes, NJ, USA) [37]. Samples containing the same number of cells in each experimental group were prepared for analysis. Cells with depleted THP1-ρ^0^ mtDNA were used as a positive control.

### 2.10. Determination of Mitochondrial Membrane Potential (ΔΨm)

To determine the mitochondrial membrane potential (ΔΨm), cells were stained with 10 nM DiOC6(3) (Sigma-Aldrich, St. Louis, MO, USA) for 30 min at 37 °C in a 5% CO_2_ atmosphere. As a positive control, cells pre-incubated with 5 µM FCCP (Sigma-Aldrich, St. Louis, MO, USA) for 30 min were used. Analysis was performed by flow cytometry using a BD Accuri C6 flow cytometer [38,39]. Samples containing the same number of cells in each experimental group were prepared for analysis.

### 2.11. Determination of Intracellular Reactive Oxygen Species (ROS) Production

To determine intracellular reactive oxygen species (ROS) production, cells were stained with 20 µM 2′,7′-dichlorodihydrofluorescein diacetate (DCFH-DA) (Sigma-Aldrich, St. Louis, MO, USA) for 15 min in a CO_2_ incubator. As a positive control, cells pre-incubated with 1 mM hydrogen peroxide (Sigma-Aldrich, St. Louis, MO, USA) for 20 min were used. Fluorescence was measured using a BD Accuri C6 flow cytometer [39]. Samples containing the same number of cells in each experimental group were prepared for analysis.

### 2.12. Determination of Lactic Acid (Lactate) Concentration

To determine the lactic acid concentration in the culture medium, cells were centrifuged (300× *g*, 5 min), and the supernatant was collected for analysis. The measurement was performed using a commercial Lactic Acid Olvex diagnostic kit (Olvex Diagnostics, Moscow, Russia), according to the manufacturer’s instructions. The optical density was measured at a wavelength of 490 nm using an iMark microplate reader (Bio-Rad, Hercules, CA, USA). The obtained values were normalized to 1 × 10^5^ cells.

### 2.13. Evaluation of ADP/ATP and NAD/NADH Ratios

The ADP/ATP and NAD/NADH ratios were evaluated using the commercial ADP/ATP Ratio Assay Kit (Sigma-Aldrich, St. Louis, MO, USA) and the NAD/NADH Quantification Kit (Sigma-Aldrich, St. Louis, MO, USA), respectively, according to the manufacturer’s instructions. Measurements were performed using an Infinite F200 microplate spectrofluorimeter and an iMark microplate reader (Bio-Rad, Hercules, CA, USA), respectively. The obtained values were normalized to 1 × 10^5^ cells.

### 2.14. Analysis of Mitochondrial Respiration in Permeabilized Cells

Mitochondrial respiration was measured using an in situ model based on selective permeabilization of the plasma membrane with the nonionic detergent digitonin. Before the experiments, the optimal concentration of digitonin was carefully determined for each cell line to ensure effective plasma membrane permeabilization while preserving the integrity of the outer mitochondrial membrane. Integrity was assessed by monitoring cytochrome c release and the preservation of mitochondrial calcium uptake capacity. Measurements were performed in a thermostatically controlled 1 mL chamber equipped with a Clark oxygen electrode and Ca^2+^-selective electrode. The cell incubation medium contained the following components: 110 mM KCl, 5 mM NaCl, 10 mM HEPES (pH 7.4), and 5 mM KH_2_PO_4_ (all from Sigma-Aldrich, St. Louis, MO, USA). The cells (4 × 10^6^) were pelleted by centrifugation at 300× *g* for 3 min, resuspended in 1 mL of incubation medium, and transferred to a measurement chamber. The cells were then permeabilized by adding digitonin (0.05 mg/mL; 0.005%) (Sigma-Aldrich, St. Louis, MO, USA) to selectively permeabilize the plasma membrane without damaging the mitochondria. Mitochondrial respiration was supported by adding 10 mM succinate (Sigma-Aldrich, St. Louis, MO, USA) in the presence of 2 µM rotenone (Sigma-Aldrich, St. Louis, MO, USA). Based on the oxygen electrode readings, the following mitochondrial parameters were calculated: the basal respiration rate after adding digitonin to the cell suspension (State 2), the ADP-stimulated respiration rate (State 3) after adding 2 mM ADP (Sigma-Aldrich, St. Louis, MO, USA), and the uncoupled respiration rate after adding 30 µM DNP (2,4-dinitrophenol) (Sigma-Aldrich, St. Louis, MO, USA) [38].

### 2.15. Western Blot Analysis

Cell lysates were obtained using RIPA buffer (Santa Cruz Biotechnology, Dallas, TX, USA). Electrophoretic separation of proteins was performed in 12% polyacrylamide gels using a Mini-Protean Hoefer electrophoresis chamber (Pharmacia Biotech, Uppsala, Sweden) and a PowerPac Universal Power Supply (Bio-Rad, Hercules, CA, USA). Proteins were transferred to 0.2 µm nitrocellulose membranes (Bio-Rad, Hercules, CA, USA) using the Trans-Blot Turbo transfer system with Trans-Blot Turbo Transfer Kit reagents (Bio-Rad, Hercules, CA, USA), according to the manufacturer’s instructions. Non-specific binding sites on the membrane were blocked with either Roti-Block solution (Carl Roth, Karlsruhe, Germany) or 5% bovine serum albumin (BSA) in Tris-buffered saline with 0.1% Tween 20 (TBST) (VWR International, Radnor, PA, USA) for one hour at room temperature. The OxPhos Antibody Cocktail and antibodies against ATP synthase subunits (ATP5F1, ATPB, and ATP5G1) were obtained from Abcam (Cambridge, UK). Antibodies against the following proteins were used according to the manufacturers’ datasheets: DRP1 (Elabscience, Houston, TX, USA), Mfn2 (Elabscience, Houston, TX, USA), PINK1 (Cusabio, Houston, TX, USA), Parkin (Abclonal, Woburn, MA, USA), TFAM (Santa Cruz Biotechnology, Dallas, TX, USA), and TUFM (Invitrogen, Waltham, MA, USA). An antibody against GAPDH (Santa Cruz Biotechnology, Dallas, TX, USA) was used as a loading control. Incubation with primary antibodies was performed overnight at 4 °C. This was followed by incubation with appropriate horseradish peroxidase (HRP)-conjugated secondary antibodies (Jackson ImmunoResearch, West Grove, PA, USA) for one hour at room temperature. Chemiluminescent detection of the blots was performed using a ChemiDoc MP imaging system (Bio-Rad, Hercules, CA, USA) with Clarity Western ECL Substrate (Bio-Rad, Hercules, CA, USA). The intensity of the protein bands was quantified by densitometry using Image Lab 6.0 software (Bio-Rad, Hercules, CA, USA).

### 2.16. Real-Time PCR for Mitochondrial DNA Copy Number Quantification

Total DNA was isolated using the ExtractDNA Blood & Cells kit (Eurogen, Moscow, Russia). DNA amplification was performed with the intercalating dye SYBR Green I (Eurogen, Moscow, Russia) on a QuantStudio 5 Real-Time PCR System (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s instructions. The oligonucleotide primers were synthesized by CJSC Eurogen and are listed in Table 1. Cells with depleted THP1-ρ^0^ mtDNA were used as a positive control.

### 2.17. Statistical Analysis

Data are presented as mean ± standard deviation (SD). All experiments were performed in at least five independent replicates (*n* ≥ 5). Statistical significance of differences was determined using one-way analysis of variance (ANOVA) followed by the Holm–Sidak multiple comparison test. We utilized the Wald test for evaluating differential gene expression and permutation test for GSEA, incorporating Benjamini–Hochberg false discovery rate (FDR) correction. A *p*-value of less than 0.05 (*p* < 0.05) or false discovery rate less than 0.05 (FDR < 0.05) was considered statistically significant. The magnitude of the observed effects was estimated using the standardized mean difference (Hedges’ g), calculated with the Pingouin library (version 0.5.5). A Hedges’s value greater than 0.8 indicates a large effect size (Table S1) [40].

## 3. Results

### 3.1. Transcriptomic Profiling of Mitochondrial Pathways and Metabolism-Related Genes in THP-1 Acute Myeloid Leukemia Cells During Aseptic Pro-Inflammatory Activation

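RNA from THP-1 cells, an established human monocytic leukemia cell line, was sequenced in 3 biological replicates of THP-1HDC cells and 3 of THP-1LDC cells. Cells were seeded at 5000 per well. The THP-1LDC cells were collected on day 1 at 100000 cells per mL, and the THP-1HDC cells on day 5 at 1000000 cells per mL without a change of medium. Density and time in culture therefore differed together between the groups. The labels of the libraries name polyA RNA. The authors deposited the number of reads counted on each Ensembl gene, without normalization. The paper's text does not name the aligner, the counting tool or the annotation behind these counts. The table lists 58302 gene identifiers, of which 58039 are in GENCODE 29 (GRCh38), the source of the gene symbols and positions used here. The THP-1LDC libraries held between 5272989 and 5853172 counts (median 5806218), and the THP-1HDC libraries between 5205040 and 5467142 (median 5419092). At these depths a count of 3, taken as the floor, corresponds to between 0.513 and 0.576 CPM. The floor covers counting error only. Counts were normalized with edgeR's TMM method, and 12579 genes passed its filterByExpr filter with a minimum count of 10 and a minimum total of 15. Differences between THP-1HDC and THP-1LDC cells were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (FDR), and a log2FoldChange above 0 means higher expression in THP-1HDC cells. A single value compared between 3 and 3 libraries by an exact permutation test cannot reach a p below 0.1. At FDR under 0.05, 4917 genes differed (39.1% of those tested), 2369 upregulated and 2548 downregulated. The smallest absolute log2FoldChange among them was 0.148. A log2FoldChange above 1 was found for 375 of these genes, and one below -1 for 103. DESeq2's Wald test moved the counts most, to 3381 genes, 1459 upregulated and 1922 downregulated.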

Total RNA sequencing was performed to evaluate the transcriptional activity of mitochondrial pathways (MP) and mitochondrial metabolism-related genes (MMRG) in apoptosis-resistant THP-1 cells grown in three-dimensional high-density cultures (THP-1HDC), compared to apoptosis-sensitive THP-1 cells maintained in low-density cultures (THP-1LDC). Principal Component Analysis (PCA) and distance matrix computation were performed for both HDC and LDC conditions to assess sample relationships based on gene expression profiles. Both analyses revealed clear separation between the comparison groups (HDC vs. LDC) alongside strong intra-group similarity, indicating distinct transcriptional signatures between conditions (Figure S1). 

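PCA was run on log2 CPM of the 4917 differing genes, with a prior count of 2 and each gene standardized. PC1 held 82.1% of the variance and PC2 6.19%. Scores on PC1 lay between -60.5 and -55.7 for the THP-1LDC libraries and between 47.1 and 71.6 for the THP-1HDC libraries. The genes entering this PCA were chosen by the comparison of the same groups. With all 12579 tested genes, standardized, the share of PC1 changed most, to 50.6%, and that of PC2 to 15.6%. Euclidean distances over TMM-normalized counts lay between 12999 and 15013 within THP-1HDC cells and between 16267 and 32949 within THP-1LDC cells. The 9 distances between the groups lay between 25023 and 41749, with a median of 32041. Replicates 2 and 3 of the THP-1LDC cells were 32949 apart, farther than this median. Hierarchical clustering of the distances placed the THP-1HDC and the THP-1LDC libraries in separate clusters. Replicate 3 of the THP-1LDC cells was at most 31963 from the THP-1HDC libraries, nearer than to replicate 2 of its own group. The separation therefore depends on the linkage, the rule by which clusters are joined.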

Transcriptional activity of mitochondrial pathways was analyzed using Gene Set Enrichment Analysis (GSEA) with 149 MitoPathway gene sets from the Human MitoCarta 3.0 database.

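In place of the MitoPathways, 15 families of mitochondrial genes, with between 4 and 77 tested genes each, were defined from gene symbols and compared with limma's camera test at a preset inter-gene correlation of 0.01. At FDR under 0.05, 11 of the 15 families were downregulated in THP-1HDC cells. The number of upregulated families was 0, and 0 at an unadjusted p under 0.05. With fry in place of camera, 13 families were downregulated, and with a pre-ranked permutation test (fgsea) 11. With the correlation between genes estimated within each family, the number of downregulated families fell to 0 at FDR under 0.05 (lowest FDR from limma's camera 0.0579), with 8 families at an unadjusted p under 0.05. When the 6 libraries were regrouped into other sets of 3 and 3, up to 10 families moved in one direction at FDR under 0.05.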

We found that in apoptosis-resistant THP-1HDC cells, relative to THP-1LDC cells, 56 gene sets had a negative normalized enrichment score (NES), while the remaining 93 gene sets did not show significant changes (FDR ≥ 0.05). Among the identified gene sets, those with the most negative NES values were “Mitochondrial central dogma”, “Translation”, “Mitochondrial ribosome”, “Protein import”, “mtRNA metabolism”, “Protein import and sorting”, “OXPHOS”, “Complex I”, “OXPHOS subunits”, and “Protein homeostasis” (Figure 1a).

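The family of mitochondrial ribosomal proteins showed the smallest FDR (1.41e-10, limma's camera). Of its 77 genes, 71 had a log2FoldChange below 0, with a median of -0.35, and 49 were downregulated and 1 upregulated at FDR under 0.05. Upper-quartile normalization moved this median most, to -0.29. MRPL21 fell furthest in the family (log2FoldChange -0.84, standard error 0.094, FDR = 6.98e-08 in edgeR). Among 23 genes of protein import (TIMM and TOMM symbols), 15 were downregulated, with a median of -0.47 (camera FDR = 1.52e-08). TIMM10 had the lowest value (log2FoldChange -0.91, standard error 0.10). Of 19 mitochondrial chaperones and proteases, 13 were downregulated and 1 was upregulated (median -0.40, camera FDR = 2.04e-08), and HSPE1 had the lowest value, a log2FoldChange of -1.03 (standard error 0.21, FDR = 0.000259 in edgeR). HSPE1 did not pass the threshold under DESeq2, with FDR between 7.89e-11 and 0.0502 over the alternatives (edgeR and DESeq2), and its libraries overlapped between the groups. The mitochondrial aminoacyl-tRNA synthetases had a median of -0.32, with 10 of 17 genes downregulated (camera FDR = 0.00351). Genes of mtDNA maintenance and biogenesis had a median of -0.31, with 11 of 17 downregulated (camera FDR = 0.000377). Among the respiratory chain complexes, the median for 44 Complex I subunits was -0.19, with 19 downregulated (camera FDR = 0.000377). For 8 Complex I assembly factors it was -0.46, with 6 downregulated (camera FDR = 0.00938). The 10 Complex III subunits had a median of -0.16 and 4 downregulated genes (camera FDR = 0.0189), and the 19 Complex V subunits a median of -0.20 and 9 downregulated genes (camera FDR = 0.00305). The test did not pass the threshold for the 4 Complex II subunits (median -0.24, camera FDR = 0.157), the 15 Complex IV subunits (median -0.082, camera FDR = 0.188) and the 13 mRNAs encoded by mtDNA (median -0.088, camera FDR = 0.179). These 3 families passed it in edgeR without a filter and under DESeq2, with medians below 0. Under DESeq2, camera's form for precomputed statistics was run over every gene with a p value, low counts included. No family of the respiratory chain changed direction under the scalings tried.

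**Figure D1:**
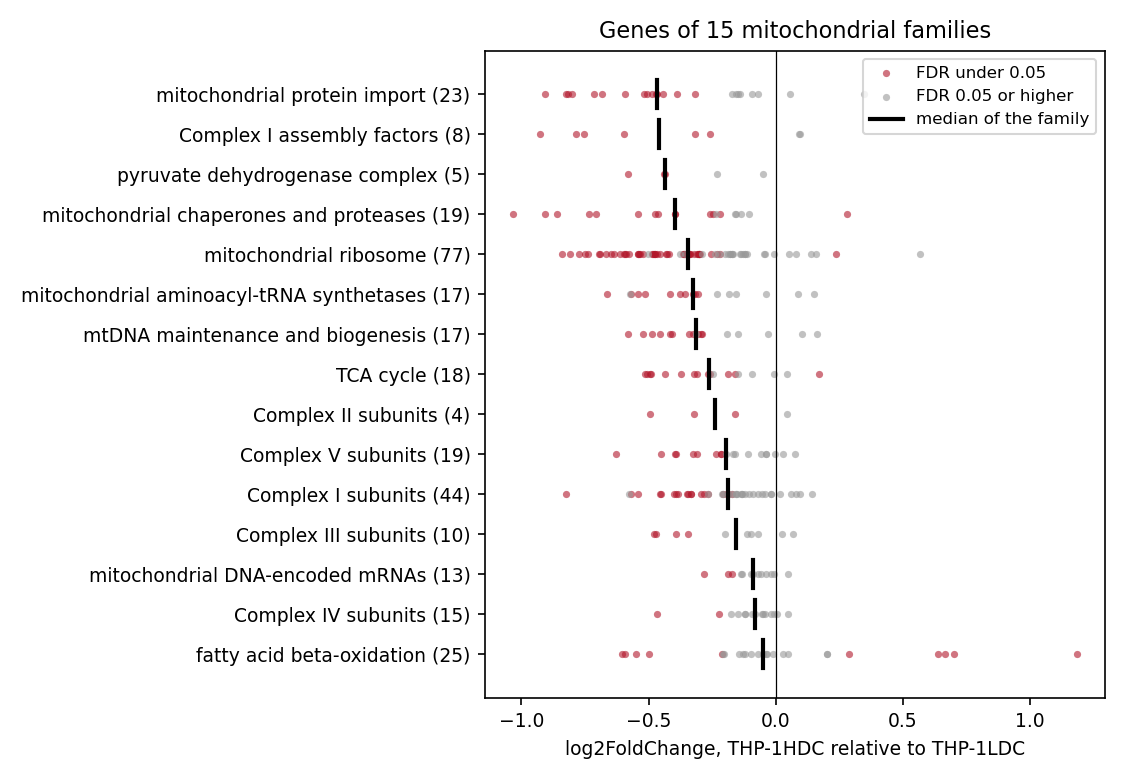
The log2FoldChange of every tested gene of 15 mitochondrial families in THP-1HDC relative to THP-1LDC cells (x axis, log2 scale; one line per family, with the number of genes in parentheses). Points are genes, coloured by FDR, and black bars are family medians, from -0.47 for protein import to -0.048 for fatty acid β-oxidation, the 1 family whose median turns positive (0.0041) with upper-quartile normalization.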

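The 355 genes that Table S2 lists were matched to the count table, 317 by symbol and identifier, 26 by symbol and 12 by identifier, and all 355 were tested. In edgeR's test, 354 of them differed between THP-1HDC and THP-1LDC cells, 312 downregulated and 42 upregulated. With FDR adjusted over the list alone, 355 genes differed. The study chose this list on the same libraries, so the count is not independent evidence. The remaining gene was MT-ND5 (log2FoldChange -0.14, standard error 0.065, FDR = 0.0993 in edgeR), which DESeq2 called at FDR = 0.018, within a range from 0.018 to 0.299 over the alternatives tried. The median log2FoldChange was -0.46 among the downregulated genes and 0.57 among the upregulated genes. Values ranged from -1.41 to 1.72, with 5 genes below -1 and 5 above 1. For 349 genes (98.3%) the THP-1HDC libraries did not overlap with the THP-1LDC libraries, against 49% of all tested genes and 10% expected by chance for 3 against 3. Upper-quartile normalization, and leaving out replicate 3 of the THP-1LDC cells, moved the number of differing genes most, to 338.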

When analyzing the differential expression of MMRG in THP-1HDC AML cells, we identified 355 genes (313 downregulated and 42 upregulated) with significant (FDR < 0.05) expression changes relative to THP-1LDC cells (Figure 1b, Table S2).

A network analysis of protein–protein interactions (PPI) for differentially expressed MMRG was performed using the Cytoscape software and the STRINGdb database. For genes with reduced expression, 304 genes formed a single interaction network. 

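The genes named for the network of downregulated MMRG products, with PMPCA from Figure 1c, make a list of 27 genes with counts in the table. No value is given here for ATP5F1O, a symbol that neither the annotation nor Table S2 holds. At FDR under 0.05 in edgeR's test, 26 of the 27 were downregulated, and 27 with FDR adjusted over the list alone. The list was chosen by the study on these libraries and is not independent evidence. Its median log2FoldChange was -0.39. The number of downregulated genes changed most with upper-quartile normalization and without replicate 3 of the THP-1LDC cells, to 22 for each. HSPD1 (ENSG00000144381; chromosome 2, 197486581 to 197516737, minus strand), which encodes HSP60, fell from 860.3 ± 10.9 CPM to 459.1 ± 71.6 CPM (SD, n = 3), a log2FoldChange of -0.91 (standard error 0.077, FDR = 6.86e-10 in edgeR). TOMM40 (ENSG00000130204; chromosome 19, 44890569 to 44903689) fell from 218.7 ± 13.4 CPM to 123.6 ± 5.15 CPM (SD, n = 3), a log2FoldChange of -0.82 (standard error 0.068, FDR = 3.68e-10 in edgeR). TIMM17A had a log2FoldChange of -0.51 (standard error 0.080). Of the Complex I subunits among the hub genes, NDUFA9 had the lowest value (log2FoldChange -0.82, standard error 0.19), at between 28 and 60 counts per library. Among these hub genes NDUFB9 followed at -0.54, with 21% of its exon bases shared with another gene, then NDUFB6 at -0.46, NDUFS6 at -0.40, NDUFV1 at -0.39, NDUFB10 at -0.35 and NDUFA8 at -0.33. The call of NDUFA8 was lost without replicate 2 of the THP-1LDC cells, where its value was -0.27. NDUFA10, at -0.21, did not pass the threshold with upper-quartile normalization (-0.16), without replicate 1 of the THP-1HDC cells (-0.20) or without replicate 1 or 3 of the THP-1LDC cells (-0.19 for each). Its FDR lay between 0.0103 and 0.0729 over the alternatives (edgeR and DESeq2). MT-ND1, encoded by mtDNA, fell from 4508 ± 346 CPM to 3957 ± 332 CPM (SD, n = 3), a log2FoldChange of -0.19 (standard error 0.073, FDR = 0.0417 in edgeR). Its call was lost with upper-quartile normalization (-0.13), without replicate 2 (-0.13) or 3 (-0.18) of the THP-1HDC cells, and without replicate 1 (-0.21) or 3 (-0.13) of the THP-1LDC cells. Its FDR lay between 0.00308 and 0.149 over the alternatives (edgeR and DESeq2). In Complex III the log2FoldChange was -0.48 for CYC1, -0.47 for UQCRC1 and -0.35 for UQCRQ, which shares 20.8% of its exon bases with another gene. In Complex IV it was -0.22 for COX5A. In Complex V it was -0.63 for ATP5MC1, -0.33 for ATP5F1D, -0.31 for ATP5PB and -0.23 for ATP5F1A.

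**Figure D2:**
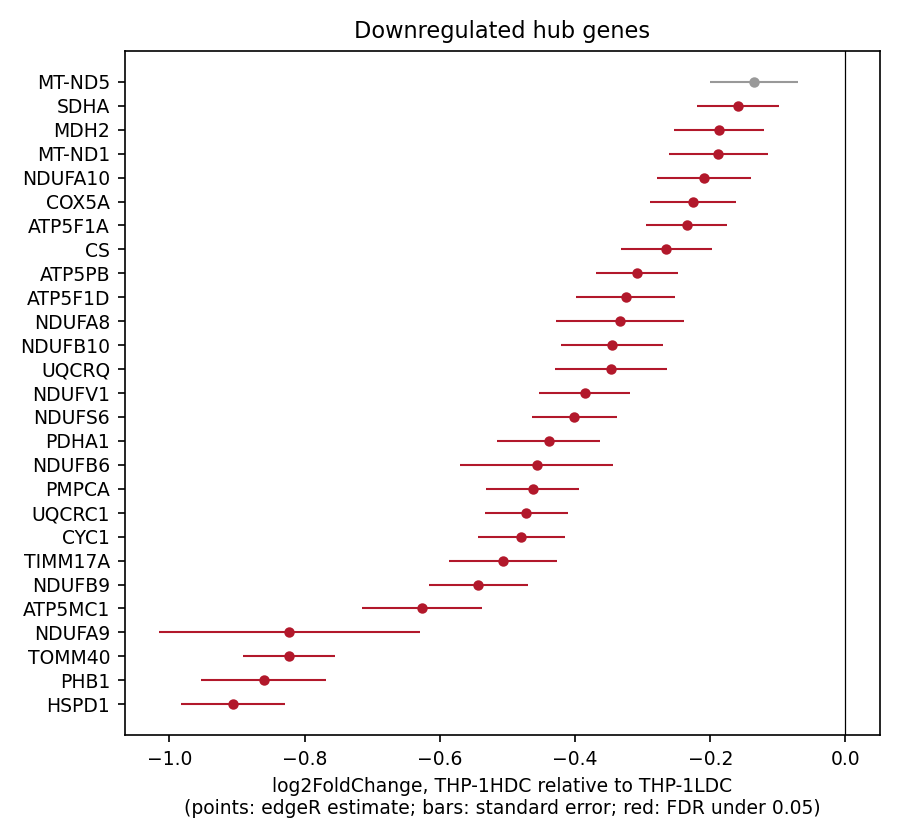
The log2FoldChange of 27 downregulated hub genes in THP-1HDC relative to THP-1LDC cells (x axis, log2 scale; one gene per line). Points are edgeR estimates and bars standard errors, red where FDR is under 0.05; values run from -0.91 for HSPD1 to -0.14 for MT-ND5, the 1 gene above the threshold.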

Clustering of the interaction networks for downregulated MMRG products identified 21 hub genes encoding subunits of Complex I (*NDUFS6*, *NDUFA9*, *NDUFB10*, *NDUFB9*, *NDUFB6*, *NDUFA8*, *NDUFA10*, *NDUFV1*, *MT-ND1*, *MT-ND5* genes), Complex III (*UQCRQ*, *UQCRC1*, *CYC1* genes), Complex IV (*COX5A* gene), and Complex V (ATP synthase) (*ATP5MC1*, *ATP5PB*, *ATP5F1A*, *ATP5F1D*, *ATP5F1O* genes) of the respiratory chain; enzymes of the tricarboxylic acid cycle: citrate synthase (*CS* gene), malate dehydrogenase 2 (*MDH2* gene), and succinate dehydrogenase (*SDHA* gene); the E1-α subunit of the pyruvate dehydrogenase complex (*PDHA1* gene); proteins involved in mitochondrial protein transport: a component of the TIM23 complex (*TIMM17A* gene) and the mitochondrial outer membrane porin (*TOMM40* gene); the mitochondrial chaperone HSP60 (*HSPD1* gene) and the prohibitin protein (*PHB* gene) (Figure 1c). Among the identified genes, the most interesting are *NDUFS6*, *NDUFA9*, *MT-ND5*, *SDHA*, *NDUFB10*, *NDUFB9*, *NDUFB6*, *NDUFA8*, *NDUFA10*, *MDH2*, *CS*, *PDHA1*, *TIMM17A*, *TOMM40*, *HSPD1*, *PHB*, *CYC1*, and *COX5A*, as their products have been shown to be involved in regulating drug resistance in tumor cells and/or the antitumor immune response, and may also be associated with the activation of inflammatory signaling pathways [41,42,43,44,45,46,47,48,49,50,51,52,53,54,55,56,57,58,59,60,61,62,63,64,65,66,67,68,69,70,71,72,73,74,75].

Next, functional annotation was performed for the downregulated hub MMRGs using the identified downregulated mitochondrial pathways (MPs) and the MitoPathway gene sets from the Human MitoCarta 3.0 database. Among the downregulated MPs, the eight MPs with the highest combined score (a coefficient calculated as activity coefficient × −log10(*p*-value)) were selected. 

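Among the hub genes outside the respiratory chain and protein import, PMPCA (ENSG00000165688), a subunit of the processing peptidase, had a log2FoldChange of -0.46 (standard error 0.069, FDR = 5.54e-06 in edgeR). PDHA1 (ENSG00000131828), which shares 21.3% of its exon bases with another gene, fell from 112.4 ± 5.03 CPM to 82.9 ± 6.85 CPM (SD, n = 3), a log2FoldChange of -0.44 (standard error 0.076, FDR = 4.00e-05 in edgeR). CS (ENSG00000062485) fell from 314.1 ± 30.2 CPM to 261.5 ± 5.89 CPM (SD, n = 3), with a log2FoldChange of -0.26 (standard error 0.067, FDR = 0.00244 in edgeR). The changes of MDH2 and SDHA were smaller. MDH2 (ENSG00000146701) had a log2FoldChange of -0.19 (standard error 0.066, FDR = 0.0254 in edgeR). With upper-quartile normalization (-0.13), without replicate 2 of the THP-1HDC cells (-0.14) or without replicate 3 of the THP-1LDC cells (-0.13) it did not pass the threshold, with FDR between 0.0116 and 0.137 over the alternatives (edgeR and DESeq2). SDHA (ENSG00000073578) fell from 294.9 ± 9.37 CPM to 264.1 ± 9.53 CPM (SD, n = 3), a log2FoldChange of -0.16 (standard error 0.061, FDR = 0.0405 in edgeR). Under 7 of 15 alternatives SDHA did not pass the threshold, with FDR between 0.0205 and 0.164 over all of them (edgeR and DESeq2). Among the 7 were upper-quartile normalization (-0.11) and the fits without replicate 1 (-0.17) or 2 (-0.13) of the THP-1HDC cells and without replicate 2 (-0.16) or 3 (-0.14) of the THP-1LDC cells.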

Associations were found for 19 downregulated hub MMRGs with the “OXPHOS” and “OXPHOS subunits” MPs, for 10 gene products with the “Complex I” MP, for 9 gene products with the “CI subunits” MP, for 3 gene products with either the “Complex III” or “TCA cycle” MPs, and for 2 gene products with the “Preprotein cleavage” MP (Figure 1d).

In turn, the upregulated hub MMRGs formed two isolated interaction networks (Figure S2). These networks included 21 genes (comprising 16 and 5 genes, respectively) encoding proteins involved in: fatty acid oxidation (*DBI*, *DECR1*, *ACADS*, *ECHDC2*); fatty acid activation (*ACSF2*); assembly of mitochondrial ribosomes and synthesis of mitochondrial proteins (*NOA1*); GABA metabolism (*ABAT*); propionate and valine metabolism (*ALDH6A1*); transfer of acyl groups in mitochondria (*CRAT*); heme synthesis (*ALAS1* and *PPOX*); lactate metabolism (*LDHD*); processing of mitochondrial proteins (*PMPCB*); ATP/ADP transport across the mitochondrial membrane (*SLC25A6*); insertion of proteins into the inner mitochondrial membrane (*OXA1L*); metabolism of the amino acids lysine, hydroxylysine, and tryptophan (*DHTKD1*); autophagy and degradation of aggregated proteins (*NBR1*); regulation of apoptosis and autophagy (*FKBP8*); induction of mitophagy and apoptosis (*BNIP3L*); immune response and mitochondrial apoptosis (*MAVS*); and the antiapoptotic protein Bcl-2 (*BCL2*) (Figure S2). It has been shown that the upregulated hub MMRG genes *BCL2*, *MAVS*, *FKBP8*, *NBR1*, and *SLC25A6* and their products can participate in regulating drug resistance of tumour cells and the antitumour immune response and may be associated with the activation of inflammatory signalling pathways [76,77,78,79,80,81,82,83,84,85]. However, functional annotation using the MitoPathway cluster revealed no significant associations with upregulated MPs.

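All 21 upregulated hub genes had FDR under 0.05 in edgeR's test, and 21 with FDR adjusted over the list alone, a list that the study chose on these libraries. Their median log2FoldChange was 0.61. DESeq2, and leaving out replicate 1 of the THP-1LDC cells, moved the number of upregulated genes most, to 19. ABAT (ENSG00000183044) had the highest value, a rise from 1.52 ± 0.54 CPM to 5.00 ± 1.36 CPM (SD, n = 3) and a log2FoldChange of 1.72 (standard error 0.33, FDR = 0.000128 in edgeR), at between 6 and 11 counts in the THP-1LDC libraries. BNIP3L (ENSG00000104765) rose from 15.67 ± 2.60 CPM to 35.83 ± 2.81 CPM (SD, n = 3), a log2FoldChange of 1.19 (standard error 0.13, FDR = 2.35e-08 in edgeR). PPOX, which shares 24.3% of its exon bases with another gene, had a log2FoldChange of 0.85 (standard error 0.21). Without replicate 1 of the THP-1HDC cells it was 0.57 and did not pass the threshold, with FDR between 9.94e-05 and 0.0532 over the alternatives (edgeR and DESeq2). SLC25A6 (ENSG00000169100) had the smallest FDR (5.03e-10, edgeR), with a log2FoldChange of 0.82 (standard error 0.068). The log2FoldChange was 0.64 for ALDH6A1, 0.61 for ALAS1, 0.61 for DHTKD1, 0.59 for LDHD, 0.40 for MAVS, 0.39 for CRAT and 0.35 for NOA1. The smallest changes were those of FKBP8 (0.29), PMPCB (0.28), NBR1 (0.24) and OXA1L (0.23). PMPCB and NBR1 did not pass the threshold under DESeq2, nor did FKBP8 (0.20) and NBR1 (0.20) without replicate 1 of the THP-1LDC cells, or OXA1L (0.19) without replicate 2 of the THP-1LDC cells.

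**Figure D3:**
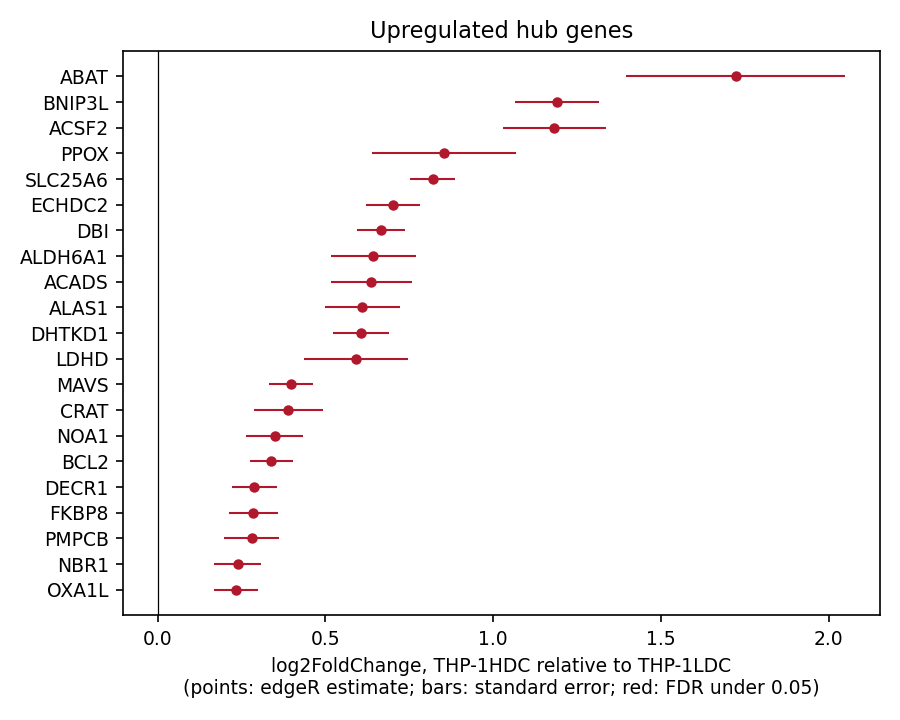
The log2FoldChange of 21 upregulated hub genes in THP-1HDC relative to THP-1LDC cells (x axis, log2 scale; one gene per line). Points are edgeR estimates and bars standard errors, all red for FDR under 0.05, from 0.23 for OXA1L to 1.72 for ABAT.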

Thus, in drug-resistant THP-1 AML cells exhibiting a sterile inflammatory response in three-dimensional high-density cell cultures, a pronounced suppression of transcriptional activity in OXPHOS and mitochondrial biogenesis genes, as well as an increase in the transcriptional activity of genes involved in alternative energy supply pathways (such as fatty acid β-oxidation), was observed. This pattern is characteristic of conditions involving the activation of inflammatory signaling pathways [86,87,88,89,90].

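For fatty acid β-oxidation, a list of 25 tested genes was examined as a whole. Its median log2FoldChange was -0.048 (camera FDR = 0.866, limma), and 0.0041 with upper-quartile normalization. In edgeR's test 5 genes were upregulated and 5 downregulated at FDR under 0.05. The upregulated genes were ACSF2 (log2FoldChange 1.18), ECHDC2 (0.70), DBI (0.67), ACADS (0.64) and DECR1 (0.29). All 5 are upregulated hub genes, which the study chose on these libraries, so their rise is not independent evidence. No other gene of the list was upregulated at this threshold. The median and the camera test of the list include the 5 hub genes. HSD17B10 (-0.60), ACSL1 (-0.59), ECHS1 (-0.55), CPT1A (-0.50) and ACAD9 (-0.21) were downregulated. CPT1A had an FDR of 5.94e-07 and ECHDC2 an FDR of 1.03e-07 (edgeR). Over the alternatives tried, between 4 and 6 genes of this list were downregulated and 5 or 6 upregulated. TFAM, which packages mtDNA and takes part in its transcription, fell from 98.38 ± 4.75 CPM to 73.81 ± 6.57 CPM (SD, n = 3), a log2FoldChange of -0.41 (standard error 0.079, FDR = 0.000128 in edgeR). TUFM, the mitochondrial translation elongation factor, had a log2FoldChange of -0.52 (standard error 0.062, FDR = 1.87e-07 in edgeR). These are RNA values, and the paper's blots showed no significant change of the TFAM and TUFM proteins. From the reduced expression of MMRG and of mitochondrial pathways, together with the upregulated hub genes, the paper concludes that OXPHOS and mitochondrial biogenesis genes are suppressed in THP-1HDC cells while genes of alternative energy supply are induced. It states that this pattern accompanies activated inflammatory signaling.

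**Figure D4:**
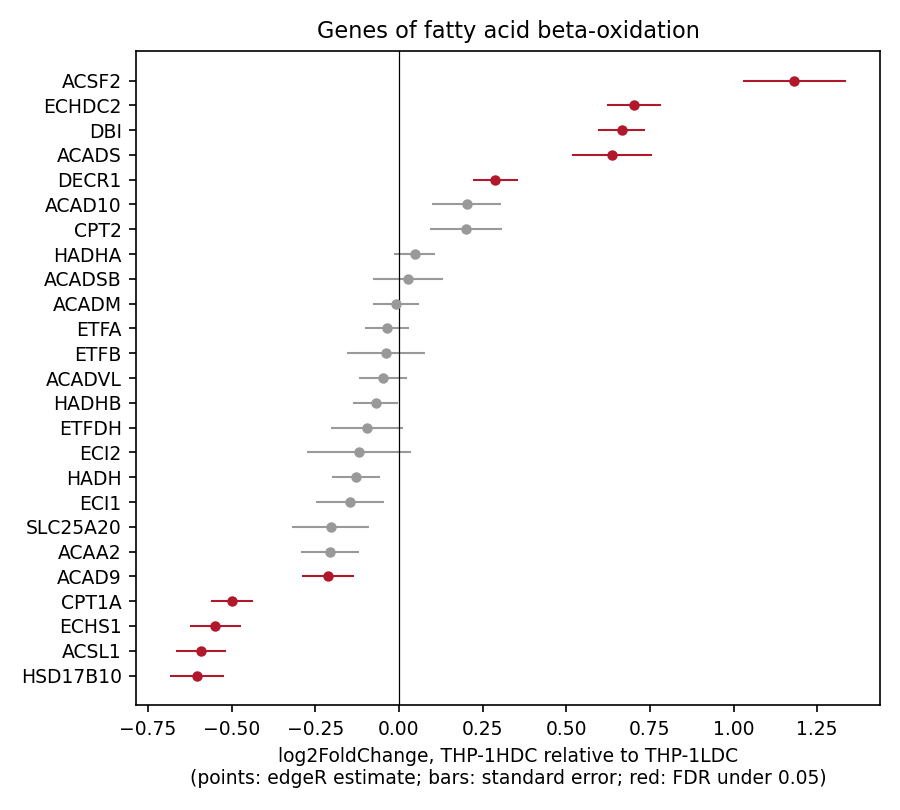
The log2FoldChange of 25 genes of fatty acid β-oxidation in THP-1HDC relative to THP-1LDC cells (x axis, log2 scale; one gene per line). Points are edgeR estimates and bars standard errors, red where FDR is under 0.05, with 5 genes below 0, as low as -0.60 for HSD17B10, and 5 above 0, up to 1.18 for ACSF2. The 5 red genes above 0 are upregulated hub genes.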

### 3.2. Analysis of Mitochondrial Content and Ultrastructure in THP-1 Acute Myeloid Leukemia Cells During Aseptic Inflammatory Activation

Mitochondrial functional activity is known to correlate with mitochondrial number and size [91]. We assessed mtDNA copy number, mitochondrial mass, and mitochondrial ultrastructure in apoptosis-resistant THP-1HDC cells exhibiting aseptic inflammatory activation. These parameters were compared with those in apoptosis-sensitive THP-1LDC cells and in THP-1 cells treated with lipopolysaccharide (THP-1LPS), which induces mitochondrial dysfunction through activation of inflammatory pathways [92,93]. THP-1LPS cells also demonstrate increased resistance to chemotherapeutic agents [19,94]. Additionally, we included THP-1 cells with depleted mitochondrial DNA (THP-1-ρ^0^), a well-known model of mitochondrial dysfunction [95].

In both THP-1HDC and THP-1LPS cells, the relative mitochondrial mass (Figure 2a) and the mtDNA copy number (Figure 2b) did not change significantly compared to THP-1LDC cells. In contrast, THP-1-ρ^0^ cells exhibited a marked decrease in both mtDNA copy number (*p* < 0.01) and relative mitochondrial mass (*p* < 0.05) (Figure 2a,b).

Electron morphometric analysis revealed that in apoptosis-resistant THP-1HDC and THP-1LPS cells, compared to apoptosis-sensitive THP-1LDC cells, the proportion of medium-sized (0.19–0.49 μm^2^) and small (0.04–0.10 μm^2^) mitochondria increased, while the proportion of large (0.50–0.90 μm^2^) mitochondria decreased (Table 2; Figure 3). In addition, THP-1HDC and THP-1LPS cells contained abnormal mitochondria of medium and small size with structural abnormalities (up to 20% of the total number of mitochondria in a cell), which were absent in THP-1LDC cells (Figure 3).

THP-1-ρ^0^ cells also exhibited an increased proportion of small and medium-sized mitochondria, a decreased proportion of large mitochondria, and the presence of abnormal mitochondria (up to 37% of the total number of mitochondria in a cell) (Table 2, Figure 3), which is consistent with the results of other studies [96,97].

Thus, our results indicate that apoptosis-resistant THP-1HDC cells exhibiting a sterile inflammatory response undergo morphological changes in their mitochondria without a change in mitochondrial content.

### 3.3. Characteristics of Mitochondrial Respiration in THP-1 Acute Myeloid Leukemia Cells During Aseptic Inflammatory Activation

Next, the functional state of mitochondria was compared between apoptosis-resistant THP-1HDC cells and apoptosis-sensitive THP-1LDC cells. Specifically, we measured oxygen consumption in permeabilized, levels of respiratory chain complex proteins and ATP synthase subunits, mitochondrial membrane potential, intracellular ROS production, extracellular lactate concentration, and ADP/ATP and NAD^+^/NADH ratios. THP-1LPS cells served as a control for proinflammatory activation associated with mitochondrial dysfunction.

Figure 4a shows representative oxygen electrode traces of cellular respiration supported by the Complex II substrate (succinate in the presence of rotenone). The rate of non-stimulated respiration at rest (basal respiratory rate, State 2) was estimated after adding 0.005% digitonin to the cell suspension and permeabilization of the plasma membrane. Subsequently, after the addition of 2 mM ADP, the rate of oxidative phosphorylation (State 3 respiration) was measured. This process is regulated by ATP synthase activity and/or the mitochondrial ADP/ATP transport system and is inhibited by the addition of 1 µM carboxyatractyloside (CATR), a specific inhibitor of the adenine nucleotide translocase (ANT). The maximum (uncoupled) respiratory rate was measured after addition of the uncoupler 2,4-dinitrophenol (DNP; 30 µM). Non-mitochondrial oxygen consumption was determined following inhibition of cytochrome c oxidase with sodium azide (NaN_3_). The respiratory control ratio (RCR) was calculated to reflect the ratio of active respiration (State 3) to resting respiration (State 2), thereby characterizing the degree of mitochondrial coupling and the efficiency of oxidative phosphorylation.

Figure 4b shows the average respiration rates using a Complex II substrate for THP-1LDC, THP-1HDC, and THP-1LPS cells. The obtained data demonstrate that in resistant THP-1HDC and THP-1LPS cells, compared to THP-1LDC cells, both the resting respiration rate (basal respiration) and the oxidative phosphorylation rate in State 3 significantly decreased. This may indicate decreased activity of ATP synthase and/or the ADP transport system. Additionally, a decrease in the maximum (uncoupled) respiration rate was observed, which may reflect decreased activity of the mitochondrial respiratory chain as a whole (Figure 4a,b). At the same time, the RCR value for THP-1HDC and THP-1LPS cells did not show a statistically significant difference with the indicator for THP-1LDC cells (Figure 4b). This suggests that the efficiency of mitochondrial coupling remains preserved in THP-1HDC cells, meaning the mechanisms coupling substrate oxidation to ATP synthesis function adequately. Similar alterations in mitochondrial respiration activity were also detected in HL-60 AML cells cultured in a three-dimensional high-density system or treated with LPS (Figure S6).

The noted decrease in mitochondrial respiratory chain activity in apoptosis-resistant THP-1HDC and THP-1LPS cells, relative to sensitive cells, was observed with changes in the levels of respiratory chain complexes and ATP synthase subunits (Figure 4e,f). In THP-1HDC cells, the levels of SDHB (a complex II subunit), UQCRC2 (a complex III subunit), and MTCO1 (a complex IV subunit) increased by 30%, whereas the abundance of NDUFB8 (a complex I subunit) and ATP5A (a complex V subunit) remained unchanged compared to THP-1LDC cells. The levels of NDUFB8, SDHB, UQCRC2, and MTCO1 were markedly decreased in THP-1LPS cells. Additionally, it was shown that neither THP-1HDC nor THP-1LPS cells showed statistically significant changes in the levels of the α (catalytic domain F1, ATP5F1) and β (Fo transmembrane domain, ATP5B) subunits of mitochondrial ATPase. Nevertheless, the level of the c subunit of the ATPase transmembrane domain (ATP5G1) was elevated compared to apoptosis-sensitive THP-1LDC cells (Figure 4e,f), which may be due to its impaired processing [38].

Furthermore, it was found that intracellular ROS production increased in apoptosis-resistant THP-1HDC and THP-1LPS cells compared to apoptosis-sensitive THP-1LDC cells (Figure 5a), while the mitochondrial membrane potential decreased (Figure 5b). Analysis of the ADP/ATP and NAD^+^/NADH ratios revealed no statistically significant changes in resistant THP-1HDC and THP-1LPS cells compared to sensitive THP-1LDC cells (Figure 5c). However, apoptosis-resistant THP-1HDC and THP-1LPS cells accumulated more lactate in the culture medium compared to sensitive THP-1LDC cells, with values rising from 0.13 ± 0.02 mM (THP-1LDC) to 0.30 ± 0.03 mM (THP-1HDC) and 0.55 ± 0.05 mM (THP-1LPS) (Figure 5d). A decrease in mitochondrial membrane potential and an increase in ROS production were also observed in MV4-11 AML cells cultured in three-dimensional high-density cultures (Figure S7). In contrast, HL-60 cells under the same culture conditions showed only an increase in ROS production (Figure S7).

Thus, the obtained results indicate that in apoptosis-resistant THP-1 HDC cells with aseptic pro-inflammatory activation, mitochondrial respiratory activity is decreased. This occurs against a background of changes in the content of subunits of respiratory chain complexes and ATP synthase, as well as an increase in intracellular ROS and accumulation of lactate in the culture medium.

### 3.4. Key Marker Proteins of Mitochondrial Quality Control System in THP-1 Acute Myeloid Leukemia Cells During Aseptic Inflammatory Activation

Mitochondrial quality control (MQC) is a complex system of processes that work together to protect mitochondria from harm and prevent the buildup of damaged mitochondria. These processes primarily rely on three distinct mechanisms: mitochondrial biogenesis, dynamics, and mitophagy.

Mitochondrial dynamics (fusion and fission) and mitophagy are critically important for mitochondrial function [98]. Fusion enables the exchange of metabolites, proteins, and mitochondrial DNA between organelles, facilitating complementation of damaged mitochondria [98]. Fission increases mitochondrial number and ensures their proper distribution to daughter cells during cell division [98]. Mitophagy is a selective process that removes excess or damaged mitochondria, thereby optimizing energy metabolism [98]. We therefore assessed the levels of key mitochondrial regulatory proteins (TFAM, TUFM, PINK1, Parkin, MFN2, and DRP1) in apoptosis-resistant THP-1HDC cells compared to sensitive THP-1LDC cells. THP-1LPS cells served as a control for proinflammatory cellular activation.

Figure 6 shows that the levels of TFAM and TUFM proteins, which regulate mitochondrial biogenesis [99,100], and the Mfn2 protein, which regulates mitochondrial fusion [101], did not change significantly in either THP-1HDC or THP-1LPS cells compared to THP-1LDC cells. In contrast, the levels of Pink1 and Parkin proteins, involved in regulating mitochondrial protein quality control and mitophagy [102], were altered in the resistant THP-1HDC and THP-1LPS cells compared to the THP-1LDC cells (Figure 6). Specifically, the Parkin protein level decreased by 50% in both THP-1HDC and THP-1LPS cells compared to THP-1LDC cells (Figure 6). The Pink1 protein level decreased by 40% in THP-1HDC cells but increased by 50% in THP-1LPS cells compared to THP-1LDC cells (Figure 6). Furthermore, THP-1HDC cells—but not THP-1LPS cells—were characterized by a 40% increase in the level of DRP1 protein, which regulates mitochondrial fission [103], compared to THP-1LDC cells (Figure 6).

### 3.5. Navitoclax Sensitizes Aseptically Inflammatory Activated AML Cells to Etoposide and TRAIL-Induced Apoptosis

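BCL2 (ENSG00000171791; chromosome 18, 63123346 to 63320128, minus strand) rose from 371.3 ± 21.4 CPM in THP-1LDC cells to 469.7 ± 21.3 CPM in THP-1HDC cells (SD, n = 3). The log2FoldChange was 0.34 (standard error 0.063, FDR = 9.76e-05 in edgeR), and every THP-1HDC library was higher than every THP-1LDC library. Over the alternatives tried the log2FoldChange stayed between 0.29 and 0.39, with FDR between 3.07e-06 and 0.00108 (edgeR and DESeq2). BCL2L1, which encodes Bcl-xL, did not differ detectably (log2FoldChange -0.036, standard error 0.13, FDR = 0.844 in edgeR). Its value was 0.017 with upper-quartile normalization, and 43% of its exon bases are shared with another gene. BCL2L2, which encodes Bcl-w and shares 24.3% of its exon bases with another gene, had a log2FoldChange of 0.063 (standard error 0.099, FDR = 0.645 in edgeR), and -0.0018 without replicate 2 of the THP-1LDC cells. MCL1 had a log2FoldChange of 0.10 (standard error 0.059, FDR = 0.185 in edgeR), and passed the threshold with upper-quartile normalization, with FDR between 0.0329 and 0.469 over the alternatives (edgeR and DESeq2). Of the proapoptotic members, BBC3 (log2FoldChange 0.72, standard error 0.25, FDR = 0.0213 in edgeR) and BCL2L11 (0.35, standard error 0.11, FDR = 0.0147 in edgeR) were upregulated. Neither passed the threshold under DESeq2. BBC3 did not pass it without replicate 1 (0.61) or 3 (0.71) of the THP-1HDC cells or replicate 1 of the THP-1LDC cells (0.64), and BCL2L11 without replicate 3 of the THP-1HDC cells (0.20) or replicate 2 of the THP-1LDC cells (0.30). BAX, BAK1, BID, BAD and PMAIP1 had FDR values between 0.182 and 0.761 (edgeR). The counts of BCL2A1 stayed at or under the floor in both groups.

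**Figure D5:**
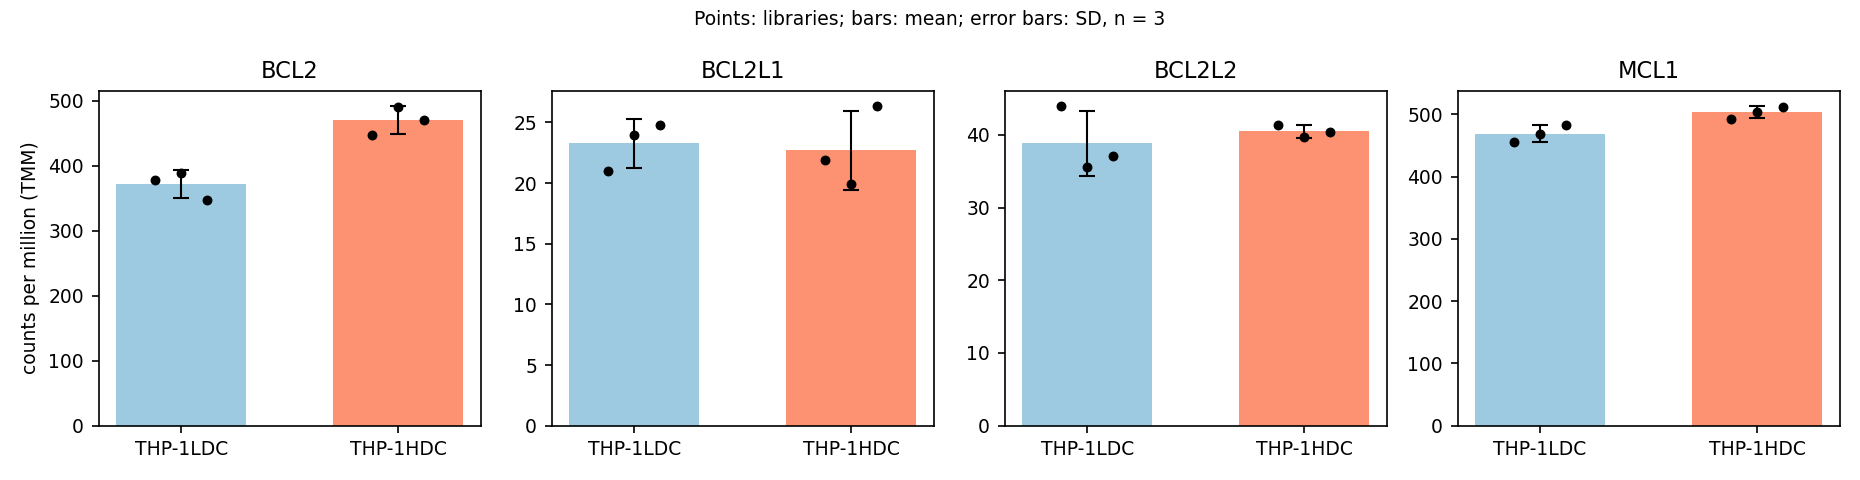
CPM (TMM-normalized, y axis) of BCL2, BCL2L1, BCL2L2 and MCL1 in THP-1LDC and THP-1HDC cells. Points are libraries, bars means and error bars SD (n = 3); BCL2 rises from 371.3 to 469.7 CPM, while BCL2L1 lies at 23.3 and 22.7 CPM, a difference that changes sign with upper-quartile normalization.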

As noted above, the *BCL2* gene was identified among the upregulated hub MMRGs in apoptosis-resistant THP-1HDC cells. The product of this gene, the antiapoptotic protein Bcl-2, is a key regulator of tumor cell apoptosis [104]. Furthermore, our previous work showed significantly increased levels of the anti-apoptotic protein Bcl-2 in THP-1HDC cells compared with THP-1LDC cells [19]. In this regard, further in the work, to assess the possibility of overcoming the resistance of THP-1 AML cells in high-density cultures, we used a low-molecular-weight inhibitor of Bcl-2 family proteins (Bcl-2, Bcl-w and Bcl-xL)—BH3 mimetic Navitoclax (ABT-263). Pre-incubation of AML cells in a high-density culture with Navitoclax (1 µM, 4 h) resulted in a decrease in the population of resistant cells. The percentage of cells resistant to a maximum concentration of etoposide (50 µM) diminished from 77 ± 2% to 30 ± 2%, while the percentage resistant to recombinant TRAIL protein (1 mg/mL) decreased from 71 ± 2% to 17 ± 5% (Figure 7). Similar results were obtained for HL-60 and MV4-11 cells (Figure S9).

## 4. Discussion

The role of mitochondria in the vital processes of AML cells is not limited to their energy function but is also key in regulating the balance between sensitivity and resistance to apoptosis [4,5,7,8,9]. In addition, mitochondria are among the most important regulators of the aseptic inflammatory response, which is associated with increased survival and drug resistance in AML cells [9,10,11,14,15]. Therefore, in this study, we focused on investigating key mitochondrial functions in apoptosis-resistant AML cells using three-dimensional high-density cell cultures—a simple and reproducible in vitro model of a sterile proinflammatory response.

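Of 18 enzymes and enzyme subunits of the tricarboxylic acid cycle, 12 were downregulated and 1 upregulated in THP-1HDC cells at FDR under 0.05 in edgeR's test, with a median log2FoldChange of -0.26 (camera FDR = 0.000586, limma). Among the downregulated genes were OGDH (log2FoldChange -0.51), IDH3A (-0.51), SDHB (-0.50), IDH3B (-0.49), DLD (-0.43), SDHD (-0.32), FH (-0.31) and SUCLG2 (-0.26), along with the hub genes CS, MDH2 and SDHA. IDH2 was upregulated (log2FoldChange 0.17, standard error 0.062, FDR = 0.0281 in edgeR). SUCLA2 (FDR = 0.0635), SUCLG1 (FDR = 0.104), DLST (FDR = 0.329), IDH3G (FDR = 0.964) and SDHC (FDR = 0.67) did not pass the threshold of edgeR's test. In the pyruvate dehydrogenase complex, DLAT (log2FoldChange -0.58), DLD and PDHA1 were downregulated, while PDHX (-0.23) and PDHB (-0.050) did not pass the threshold, and the median of the 5 genes was -0.43 (camera FDR = 0.00739, limma).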

The results of transcriptomic profiling revealed a significant decrease in the transcriptional activity of genes associated with oxidative phosphorylation and the tricarboxylic acid cycle in apoptosis-resistant THP-1 AML cells under conditions of a sterile proinflammatory response in three-dimensional high-density cultures. This pattern is characteristic of activated inflammatory signaling pathways [86,87,88].

Under conditions of both aseptic pro-inflammatory activation in three-dimensional high-density cultures and LPS treatment, a significant decrease in mitochondrial respiration rate was observed. This reduction was accompanied by maintained mitochondrial coupling, along with increased production of reactive oxygen species (ROS) and lactate accumulation in the culture medium. Furthermore, under conditions of aseptic pro-inflammatory activation, an increase in the content of subunits II, III, and IV of the respiratory complexes, as well as subunit C of mitochondrial ATP synthase, and a slight decrease in mitochondrial membrane potential were detected. These changes may be attributed to the preservation of partial oxidative phosphorylation activity and an incomplete shift towards glycolysis or beta-oxidation of fatty acids, which requires further investigation. In cells treated with LPS (modeling septic proinflammatory activation), we observed a decrease in the content of subunits of all mitochondrial respiratory complexes and a reduction in mitochondrial membrane potential. These changes, along with high lactate production, suggest a global shift in cell metabolism from oxidative phosphorylation to aerobic glycolysis, which is characteristic of LPS-induced proinflammatory activation [25,26].

It should be noted that in HL-60 cells, as in THP-1 cells, the activity of mitochondrial respiration decreased and the production of intracellular reactive oxygen species increased under HDC conditions. At the same time, MV4-11 cells under HDC conditions, on the contrary, did not show a decrease in respiration and reduced the production of intracellular ROS. We suggest this is because, unlike the HL-60 and THP-1 cell lines, MV4-11 cells harbor the FLT3-ITD mutation [105], which causes constitutive activation of FLT3-associated signaling pathways, including PI3K/Akt, Ras/MEK/MAPK, and STAT3/5 [106,107]. Several studies have demonstrated that increased OXPHOS activity is a key metabolic feature of FLT3-ITD-positive AML cells [108,109,110], which contributes to their survival and proliferation. On the other hand, MV4-11 cells can use alternative adaptive mechanisms, including more reliable antioxidant defense systems (glutathione, thioredoxin, catalase, and superoxide dismutase), which allow them to maintain oxidative phosphorylation while reducing ROS levels [111]. However, this mechanism requires further research. Such differential metabolic adaptation may be important for the development of personalized therapeutic strategies tailored to specific subtypes of AML.

Furthermore, in apoptosis-resistant THP-1 AML cells exhibiting a sterile inflammatory response, we observed an increase in the level of dynamin-1-like protein (DRP1)—a key GTPase regulating mitochondrial division—and an increase in the proportion of small and medium-sized mitochondria [103]. In contrast, no changes were detected in the level of mitofusin-2 (Mfn2), a key GTPase regulating mitochondrial fusion [101]. These data likely indicate a shift in the balance of mitochondrial dynamics toward fission, a process known to occur during M1 macrophage polarization in the inflammatory response [112]. Conversely, in LPS-treated cells, we also observed an increase in the proportion of small and medium-sized mitochondria; however, the level of DRP1 protein remained unchanged. This discrepancy may be explained by post-translational modifications of DRP1 (e.g., phosphorylation at Ser616 or dephosphorylation at Ser637), mediated by kinases activated during septic inflammation, which enhance DRP1 activity and stimulate mitochondrial fission without altering its total protein level [113,114].

An interesting observation is that apoptosis-resistant THP-1 AML cells exhibiting a sterile inflammatory response showed a significant decrease in the levels of PINK1 and Parkin, key regulators of mitophagy [102], along with the appearance of abnormal mitochondria. In addition, we found a significant decrease in the expression of the *PHB* gene encoding the protein prohibitin in THP-1HDC cells compared to THP-1LDC cells. It is known that prohibitin plays a key role in mitochondrial quality control, including the process of their selective autophagy [115]. These data suggest that in THP-1 AML cells exhibiting a sterile inflammatory response, the regulation of mitophagy is altered, a phenomenon also observed during the development of an inflammatory response [116].

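PHB, listed under its current symbol PHB1 (ENSG00000167085), lies on chromosome 17 from 49404049 to 49414905 (minus strand) and shares 25.1% of its exon bases with another gene. It fell from 95.07 ± 5.73 CPM in THP-1LDC cells to 52.37 ± 8.19 CPM in THP-1HDC cells (SD, n = 3), a log2FoldChange of -0.86 (standard error 0.092, FDR = 3.21e-08 in edgeR). Counts per library ranged from 505 to 564 in THP-1LDC cells and from 236 to 310 in THP-1HDC cells. Over the alternatives tried the log2FoldChange stayed between -0.95 and -0.74, the lowest and the highest value both from fits that left out one library.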

Moreover, the results of our study demonstrate that the use of a low-molecular-weight inhibitor of antiapoptotic Bcl-2 proteins, such as Navitoclax [117], can increase the sensitivity of apoptosis-resistant THP-1 AML cells to chemotherapeutic agents and the cytokine TRAIL—an effector of antitumor immunity—under conditions of a sterile inflammatory response. These findings indicate the potential for modulating the apoptosis-resistant phenotype in THP-1 AML cells under these conditions.

Thus, in an in vitro model of aseptic pro-inflammatory activation, AML cells exhibit mitochondrial dysfunction. However, unlike the pro-inflammatory activation induced by LPS, this shift did not result in a fully pronounced glycolytic phenotype. This state can be used by AML cells both for the more efficient synthesis of energy substrates (ATP and NADH) and for maintaining redox balance. In both cases, this is essential for ensuring cell viability under stress-like conditions, such as inflammation. We propose that in our in vitro model, a shift in the cytokine profile—specifically, an increased role of proinflammatory cytokines from the TNF family—is a key driver behind the formation of the inflammatory phenotype and its consequent alterations in mitochondrial function. Currently, numerous studies have demonstrated the direct involvement of TNF-α not only in enhancing resistance to cell death but also in suppressing mitochondrial functions, including mitophagy, in tumor cells [118,119]. In our previous studies, which used the same in vitro model, we demonstrated that AML cells under HDC conditions increase the production of pro-inflammatory cytokines TNF-α, IL-1β, IL-6, and IL-9, which also have anti-apoptotic effects [19], as well as activate interferon signaling pathways [22], which is associated with the release of mitochondrial DNA (mtDNA) and activation of the cGAS-STING pathway [120,121]. It is assumed that mtDNA released from dysfunctional mitochondria with impaired mitophagy serves as a pathogen-associated molecular pattern (PAMP) that enhances the pro-inflammatory response through the cGAS-STING-IRF3 pathway and creates a positive feedback loop that supports the inflammatory microenvironment and apoptosis-resistant phenotype.

In summary, Figure 8 illustrates the changes in mitochondrial status in apoptosis-resistant acute myeloid leukemia cells undergoing sterile proinflammatory activation in three-dimensional high-density cultures. Considering that sterile inflammation is an integral characteristic of the bone marrow microenvironment in acute myeloid leukemia [1,13,122], simple and reproducible in vitro models—such as three-dimensional, high-density cell cultures in which AML cells exhibit a sterile inflammatory response—are promising tools for studying energy metabolism and anti-apoptotic mechanisms in leukemic cells.

## 5. Conclusions

In apoptosis-resistant AML cells under conditions of aseptic inflammation modeled in three-dimensional high-density cultures, the transcriptional activity of genes associated with oxidative phosphorylation and the tricarboxylic acid cycle was significantly reduced. Additionally, decreased mitochondrial respiration activity and reduced levels of the mitophagy-regulatory proteins PINK1 and Parkin were observed, along with the appearance of pathological mitochondrial forms. In contrast, we found an increase in intracellular reactive oxygen species production, lactate accumulation in the culture medium, and the level of DRP1, as well as an increased proportion of small and medium-sized mitochondria. The obtained data demonstrate that aseptic pro-inflammatory activation leads to metabolic remodeling in AML cells, which combines features of mitochondrial dysfunction. This state may promote the survival of leukemic cells under inflammatory stress and likely mediates the formation of an apoptosis-resistant phenotype.

## Figures and Tables

**Figure 1:**
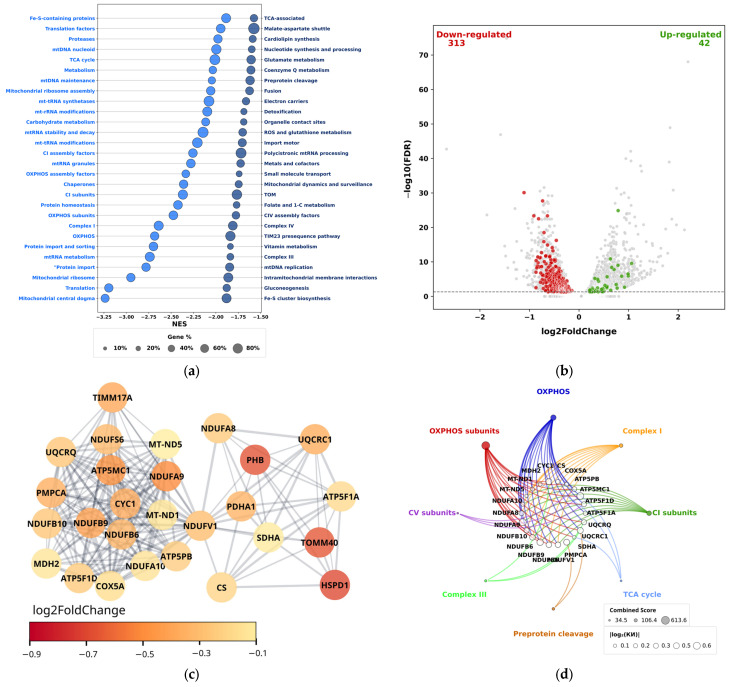
GSEA using MitoPathway gene sets from the Human MitoCarta 3.0 database in THP-1HDC cells compared to THP-1LDC cells (**a**). The distribution of expression of MMRG processes from the Human MitoCarta 3.0 database, showing the expression change index log2FoldChange and the reliability of expression change (-log10(FDR)) (**b**). Interaction network of products of downregulated MMRGs (**c**). Functional annotation of hub genes with reduced expression (**d**). DB—MitoPathways, FDR < 0.05.

**Figure 2:**
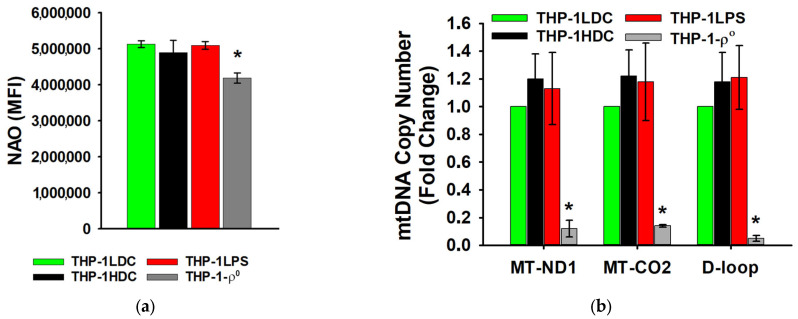
Mitochondrial mass (**a**) and mtDNA copy number (**b**) in THP-1LDC, THP-1HDC, THP-1LPS, and THP-1-ρ^0^ cells. MFI (mean fluorescence intensity; arbitrary units, arb. units) was measured in cells stained with NAO. The data is given as an average value ± SD. *—*p* < 0.05 in comparison with THP-1LDC cells.

**Figure 3:**
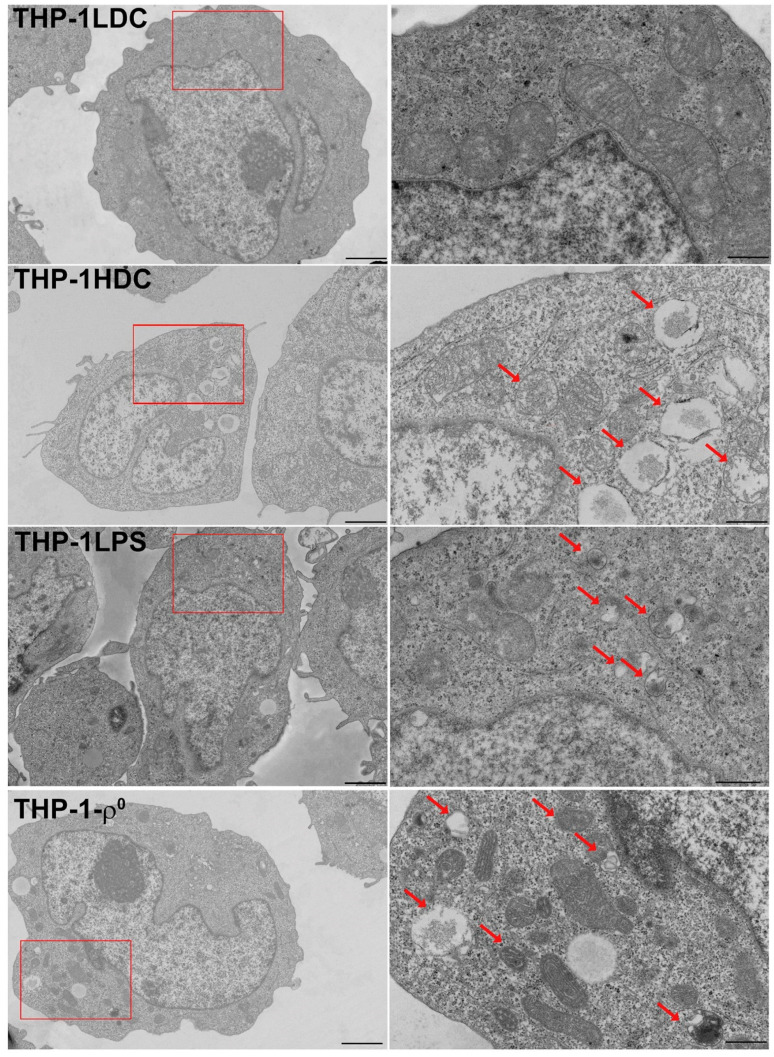
Representative electron micrographs of THP-1LDC, THP-1HDC, THP-1LPS, and THP-1-ρ^0^ cells at low (**left** panels) and high (**right** panels) magnification. The red boxes in the **left** panel indicate the magnification zone shown in the **right** panel. Abnormal mitochondria are indicated by arrows. Scale bars: 1 μm (low magnification) and 600 nm (high magnification). The original electron micrographs are shown in Figure S3.

**Figure 4:**
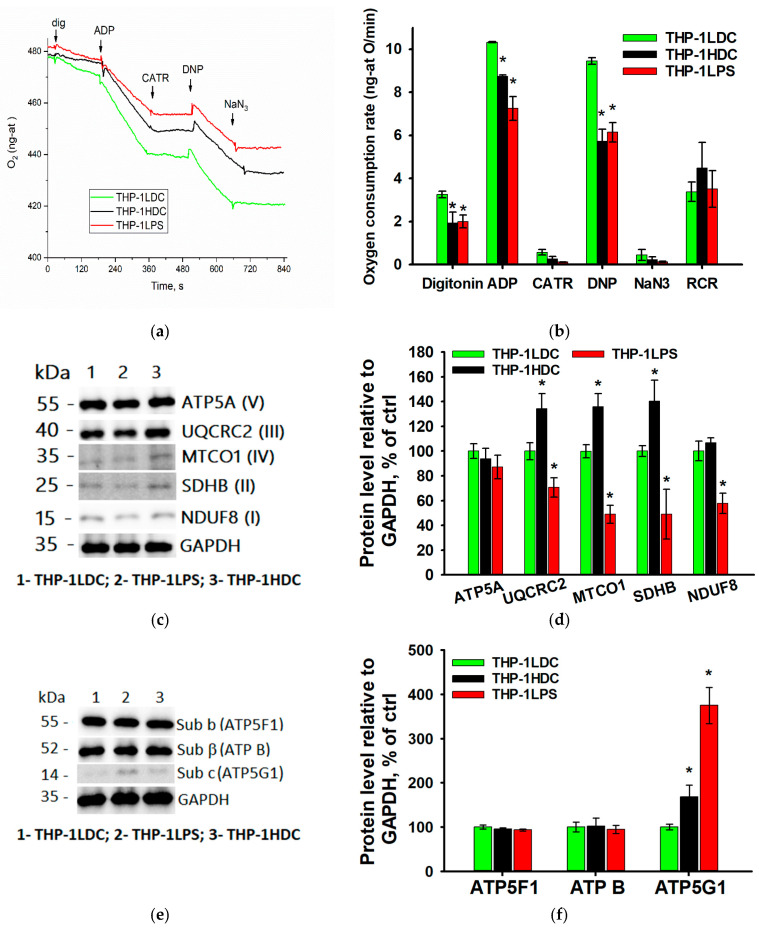
Mitochondrial respiratory chain activity (**a**,**b**), electron transport chain (ETC) protein levels (**c**,**d**), and ATP synthase subunit expression (**e**,**f**) in THP-1LDC, THP-1LPS, and THP-1HDC cells. (**a**,**b**) Representative oxygen consumption curves (**a**) and respiration rates (**b**) in THP-1LDC, THP-1LPS, and THP-1HDC cells oxidizing Complex II substrates. RCR—the respiratory control ratio. Arrows indicate additions of: 0.005% digitonin, 2 mM ADP, 1 µM carboxyatractyloside (CATR), 30 µM 2,4-dinitrophenol (DNP), and 1 mM NaN_3_. (**c**) Representative Western blot of ETC complex proteins in THP-1LDC (column 1), THP-1LPS (column 2), and THP-1HDC (column 3) cells. The original WB images are shown in Figure S4. (**d**) Quantitative analysis of ETC protein levels normalized to GAPDH. (**e**) Representative Western blot of ATP synthase subunits in THP-1LDC (column 1), THP-1LPS (column 2), and THP-1HDC (column 3) cells. The original WB images are shown in Figure S5. (**f**) Quantitative analysis of ATP synthase subunit levels normalized to GAPDH. Data are presented relative to control THP-1LDC cells, set to 100%. The data is given as an average value ± SD. *—*p* < 0.05 in comparison with THP-1LDC cells.

**Figure 5:**
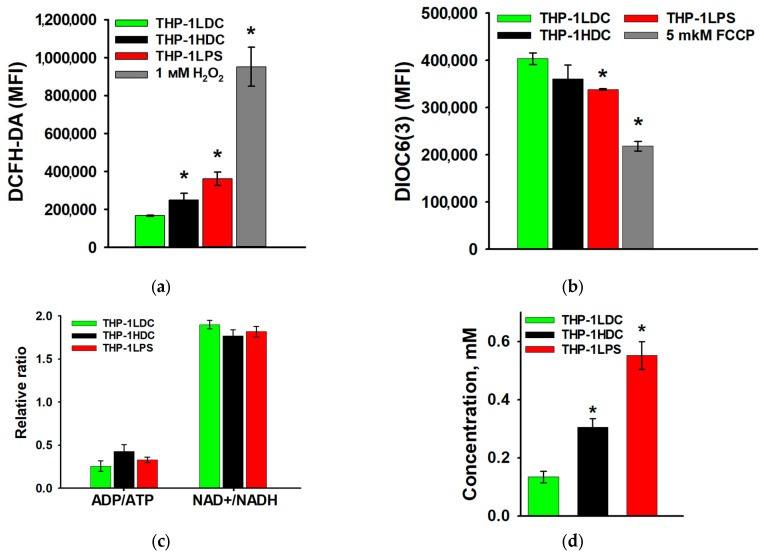
Intracellular ROS production (**a**), mitochondrial membrane potential (**b**), ADP/ATP and NAD +/NADH ratios (**c**), and lactate concentration in the culture medium (**d**) of THP-1LDC, THP-1LPS, and THP-1HDC cells. MFI (mean fluorescence intensity) was measured in cells loaded with DCFH-DA or DiOC6(3). The data is given as an average value ± SD. *—*p* < 0.05 in comparison with THP-1LDC cells.

**Figure 6:**
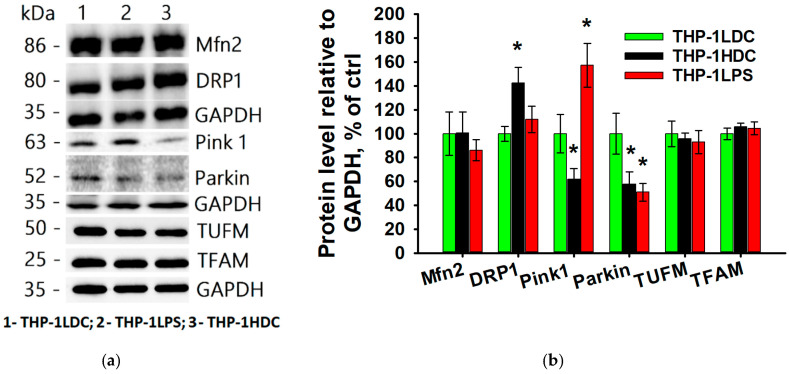
Levels of key mitochondrial regulatory proteins (Tfam, Tufm, Pink1, Parkin, Mfn2, and DRP1) in THP-1LDC (column 1), THP-1LPS (column 2), and THP-1HDC (column 3) cells. (**a**) Representative Western blot images of TFAM, TUFM, Pink1, Parkin, Mfn2, and DRP1. The original WB images are shown in Figure S8. (**b**) Quantitative analysis of protein levels normalized to GAPDH. Data are presented relative to the control group (THP-1LDC), which was set to 100%. The data is given as an average value ± SD. *—*p* < 0.05 in comparison with THP-1LDC cells.

**Figure 7:**
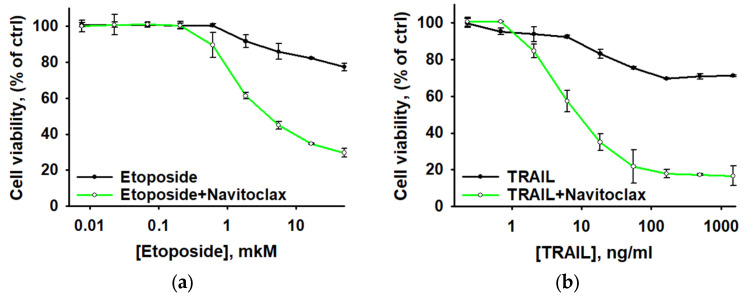
Navitoclax Reduces THP-1HDC Cell Resistance to Etoposide (**a**) and TRAIL (**b**). The data is given as an average value ± SD.

**Figure 8:**
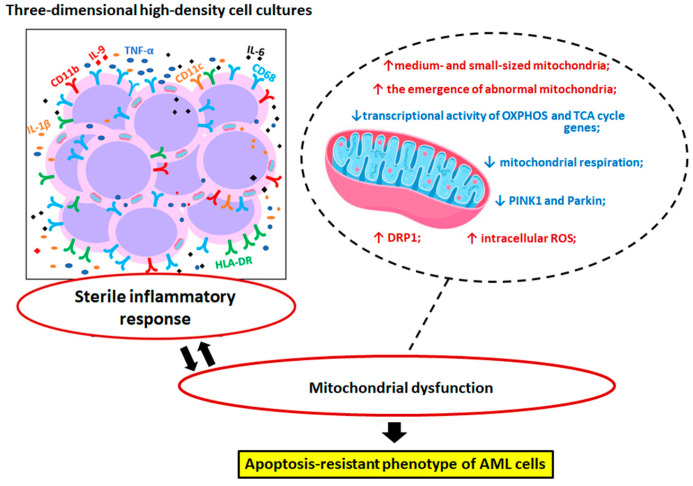
Changes in the mitochondrial status of apoptosis-resistant AML cells under aseptic pro-inflammatory activation in three-dimensional high-density cell cultures. AML—acute myeloid leukemia; OXPHOS—oxidative phosphorylation; TCA—tricarboxylic acid cycle; ROS—reactive oxygen species.

**Table 1:** Oligonucleotide primers used for quantification of mitochondrial DNA copy number by real-time PCR.

Primer Name	Sequence (5′→3′)
MT-ND-1	F: CACCCAAGAACAGGGTTTGT R: TGGCCATGGGTATGTTGTTAA
MT-CO2	F: AATCGAGTAGTACTCCCGATTG R: TTCTAGGACGATGGGCATGAAA
D-loop	F: CTATCACCCTATTAACCACTCA R: TTCGCCTGTAATATTGAACGTA
18S	F: CTACCACATCCAAGGAAGCA R: TTTTTCGTCACTACCTCCCCG

**Table 2:** Morphometric characteristics of mitochondria in THP-1LDC, THP-1HDC, THP-1LPS, and THP-1-ρ^0^ cells.

	% of Normal Mitochondria per Cell			% of Abnormal Mitochondria per Cell		
	Small	Medium	Large	Small	Medium	Large
THP-1LDC	13.5 ± 8.4	30.2 ± 5.5	56.3 ± 13	-	-	-
THP-1HDC	7.0 ± 4.6	45.8 ± 14.6	13.5 ± 6.2	18.6 ± 7.8	-	8.5 ± 5.9
THP-1LPS	14.9 ± 5.2	45.1 ± 3.8	24.2 ± 3.2	7.0 ± 1.7	5.6 ± 3.7	3.1 ± 1.8
THP-1-ρ^0^	19.6 ± 7.8	29.2 ± 8.9	13.4 ± 2.9	9.1 ± 2.3	11.4 ± 5.4	17.2 ± 10.0

## Data Availability

The RNA-seq data for the cell lines described in this study are available through the Gene Expression Omnibus (GEO) database under accession number GSE298747 or via the direct link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE298747, accessed on 9 June 2025.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/biom15121635/s1, Figure S1: Principal Component Analysis (PCA) based on all differentially expressed genes (a) shows clear separation between HDC and LDC samples. Each point represents an individual sample. Hierarchical clustering and a heatmap (b), generated from pairwise Euclidean distances between samples, demonstrate both intra-group similarities and clear segregation between the two conditions. The dendrogram and color intensity illustrate sample relatedness; Figure S2: Network of interactions for products of mitochondrial metabolism-related genes upregulated in THP-1HDC cells. DB—Reactome, FDR < 0.05; Figure S3: The original electron micrographs of Figure 3; Figure S4: The original WB images of Figure 4c; Figure S5: The original WB images of Figure 4e; Figure S6: Mitochondrial respiratory chain activity in HL-60 (a) and MV4-11 (b) cells cultured under low-density conditions (LDC), in three-dimensional high-density cultures (HDC), or treated with LPS. The data is given as an average value ± SD. *—*p* < 0.05 in comparison with HL-60LDC or MV4-11LDC cells, respectively; Figure S7: Intracellular ROS production (a,c) and mitochondrial potential (b,d) of HL-60 and MV4-11 cells cultured in low-density (LDC), three-dimensional high-density cultures (HDC) or after LPS (LPS) treatment. MFI is the mean fluorescence intensity of cells loaded with DCFH-DA or DIOC6(3). The data is given as an average value ± SD. *—*p* < 0.05 in comparison with HL-60LDC or MV4-11LDC cells, respectively; Figure S8: The original WB images of Figure 6a; Figure S9: Navitoclax Reduces the Resistance of HL-60 and MV4-11 Cells in the HDC to Etoposide (a,c) and TRAIL (b,d). The data is given as an average value ± SD; Table S1: Effect size matrices across multiple measured parameters; Table S2: MMRGs with differential expression in THP-1HDC AML cells compared to THP-1LDC cells (FDR < 0.05).

## Abbreviations

The following abbreviations are used in this manuscript:

AML	Acute myeloid leukemia
CATR	Carboxyatractyloside
DNP	2,4-dinitrophenol
ETC	Electron transport chain
HDC	High-density cultures
IL	Interleukin
LDC	Low-density cultures
LPS	Lipopolysaccharide
MP	Mitochondrial pathways
MMRG	Mitochondrial metabolism-related genes
ROS	Reactive oxygen species

# Supplementary material for: Mitochondrial Dysfunction in Apoptosis-Resistant Acute Myeloid Leukemia Cells During a Sterile Inflammatory Response
**Source:** Biomolecules. 2025 Nov 21;15(12):1635. doi: 10.3390/biom15121635
**Supplement:** Supplementary file 1

Supplementary figures

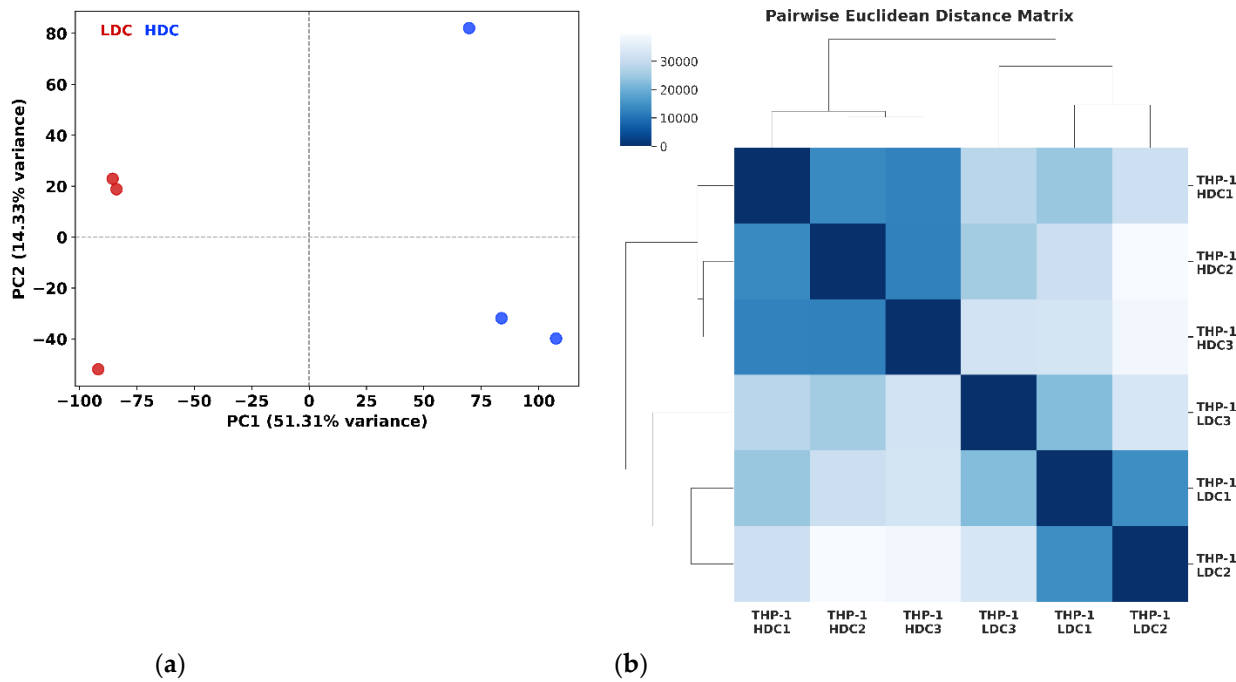

**Figure S1.** Principal Component Analysis (PCA) based on all differentially expressed genes (a) shows clear separation between HDC and LDC samples. Each point represents an individual sample. Hierarchical clustering and a heatmap (b), generated from pairwise Euclidean distances between samples, demonstrate both intra-group similarities and clear segregation between the two conditions. The dendrogram and color intensity illustrate sample relatedness.

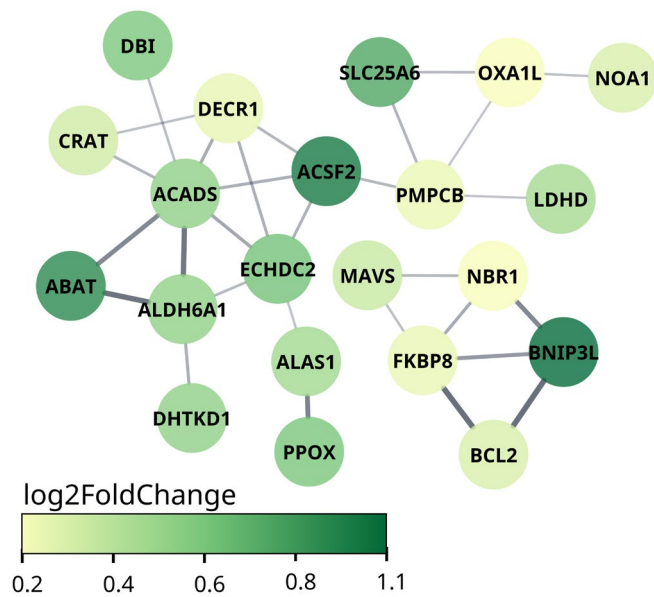

**Figure S2.** Network of interactions for products of mitochondrial metabolism-related genes upregulated in THP-1HDC cells. DB – Reactome, FDR<0.05.

# THP-1LDC

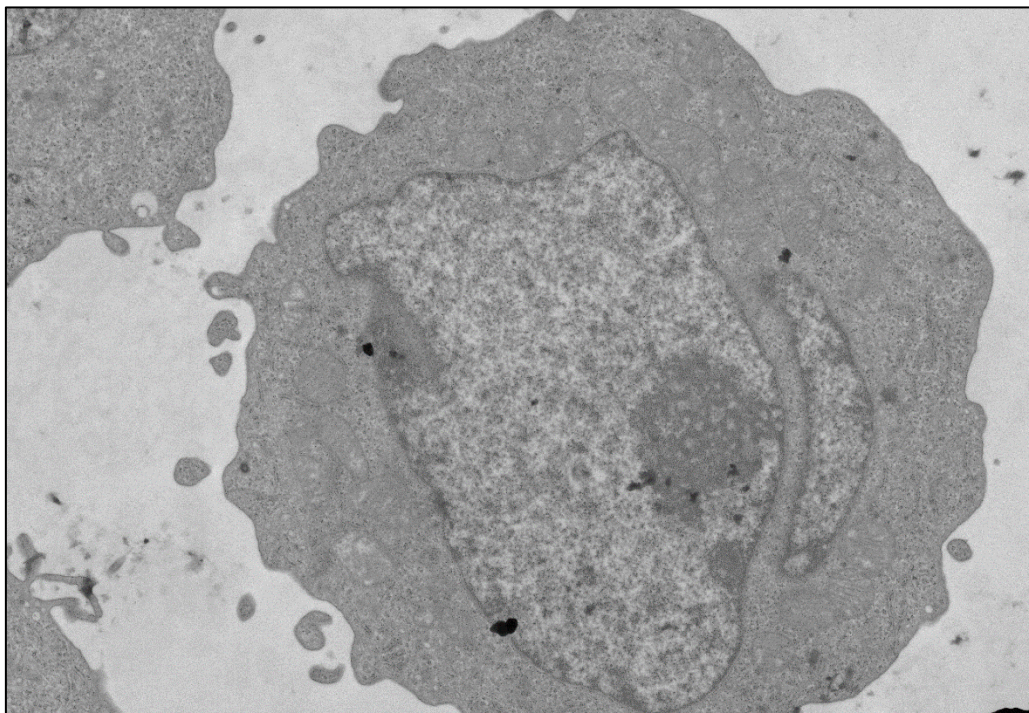

20\_06\_2025\_041

Kontrol

A-1

Calibration: 0.002325  $\mu\text{m}/\text{pix}$

12:12 2025-06-20

Microscopist: Mikheeva

Camera: NS43, Exposure: 500 (ms) x 5 drift frames, Gain: 10, Bin: 1

Gamma: 1.00, No Sharpening, Normal Contrast

2  $\mu\text{m}$

Accel. Voltage = 80kV

Direct Mag: 3000 x

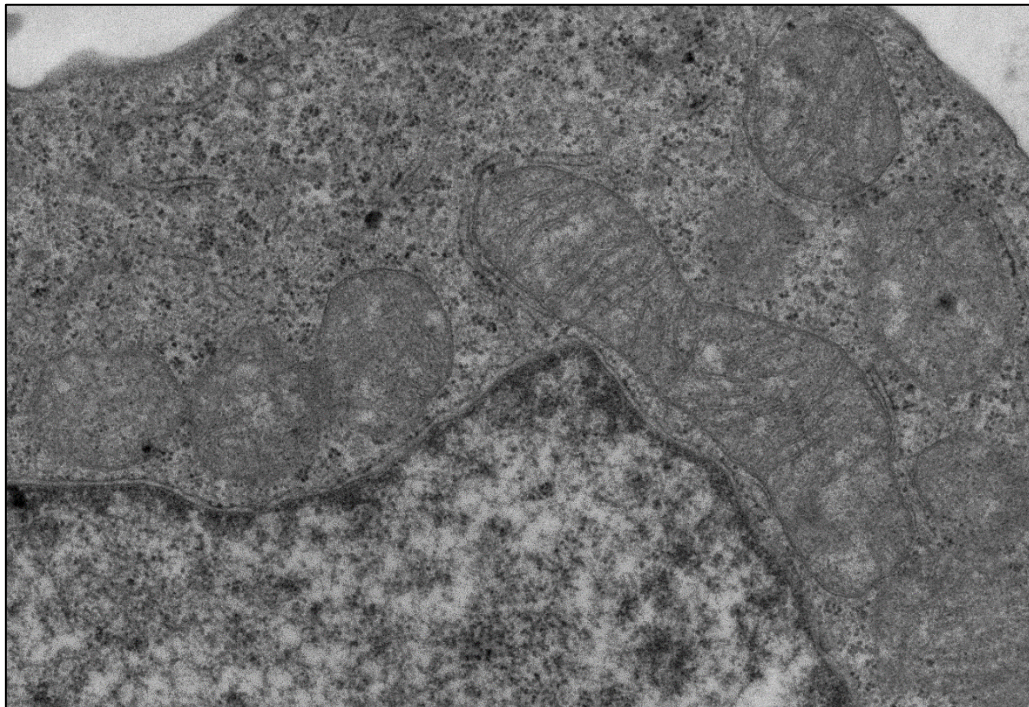

20\_06\_2025\_042

Kontrol

A-1

Calibration: 0.000697  $\mu\text{m}/\text{pix}$

12:14 2025-06-20

Microscopist: Mikheeva

Camera: NS43, Exposure: 500 (ms) x 5 drift frames, Gain: 10, Bin: 1

Gamma: 1.00, No Sharpening, Normal Contrast

600 nm

Accel. Voltage = 80kV

Direct Mag: 10000 x

# THP-1HDC

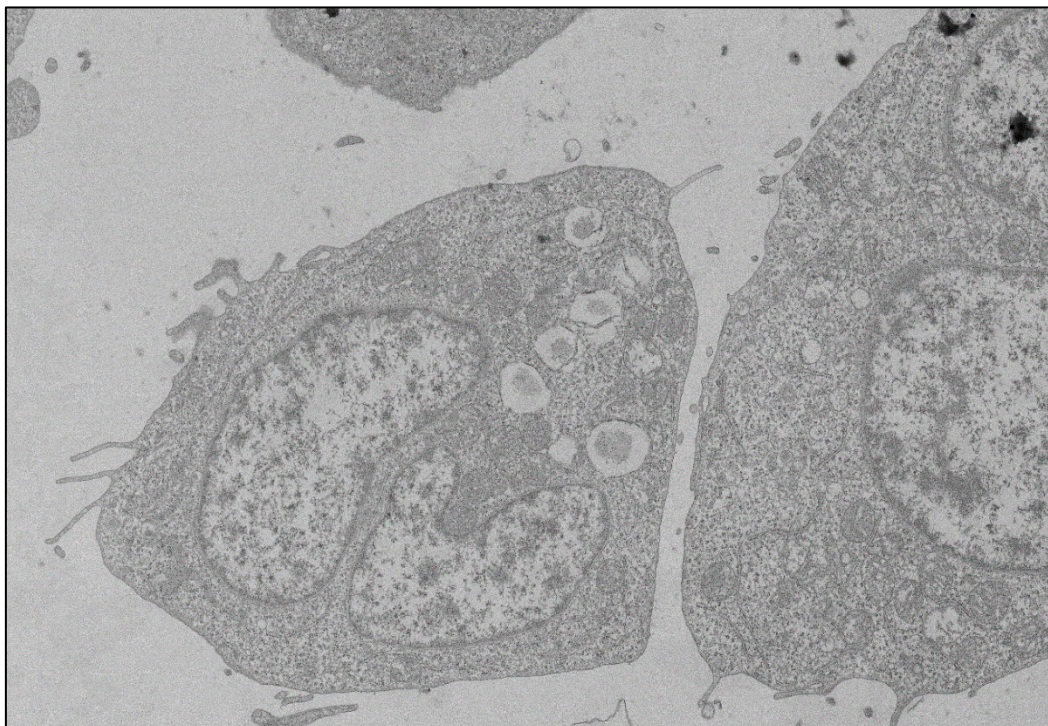

23\_06\_2025\_068

ВПК

C-1

Calibration: 0.002325  $\mu\text{m}/\text{pix}$

13:53 2025-06-23

Microscopist: Mikheeva

Camera: NS43, Exposure: 500 (ms) x 5 drift frames, Gain: 10, Bin: 1

Gamma: 1.00, No Sharpening, Normal Contrast

2  $\mu\text{m}$

Accel. Voltage = 80kV

Direct Mag: 3000 x

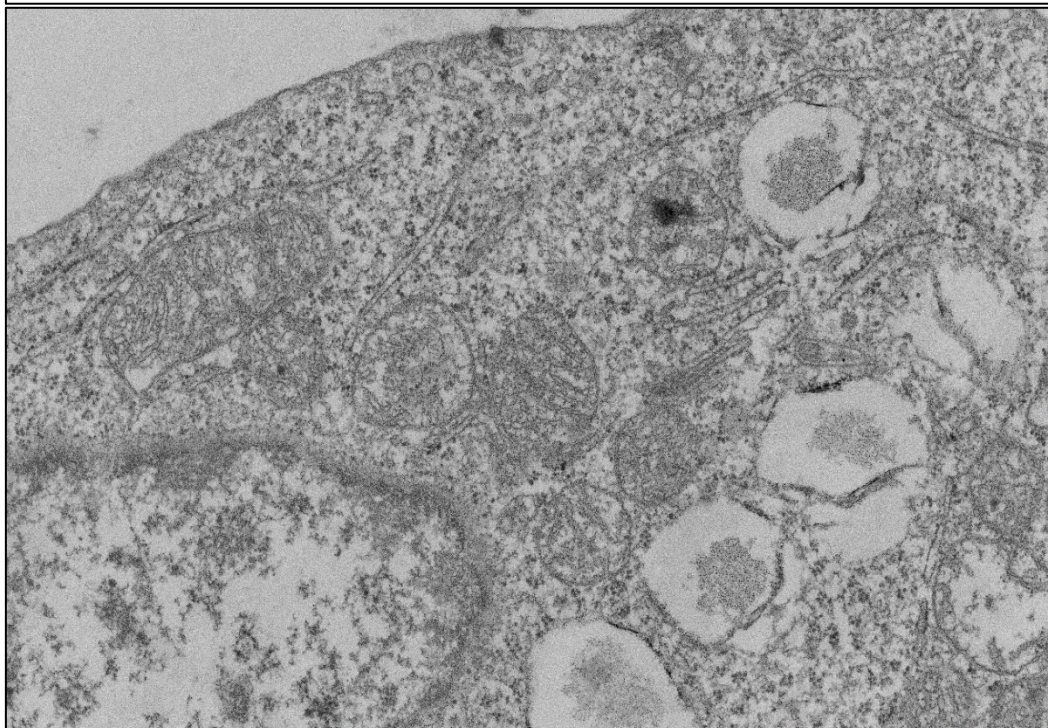

23\_06\_2025\_069

ВПК

C-1

Calibration: 0.000697  $\mu\text{m}/\text{pix}$

13:55 2025-06-23

Microscopist: Mikheeva

Camera: NS43, Exposure: 500 (ms) x 5 drift frames, Gain: 10, Bin: 1

Gamma: 1.00, No Sharpening, Normal Contrast

600 nm

Accel. Voltage = 80kV

Direct Mag: 10000 x

# THP-1LPS

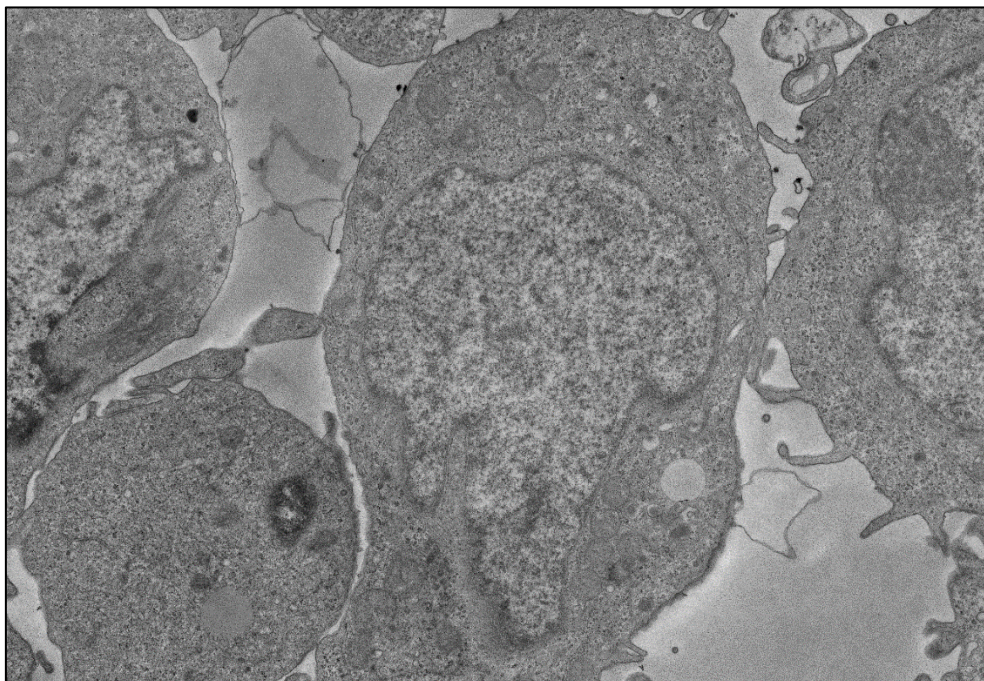

24\_06\_2025\_012

ЛПГ

D-1

Calibration: 0.002325  $\mu\text{m}/\text{pix}$

11:52 2025-06-24

Microscopist: Mikhcheva

Camera: NS43, Exposure: 500 (ms) x 5 drift frames, Gain: 50, Bin: 1

Gamma: 1.00, No Sharpening, Normal Contrast

2  $\mu\text{m}$

Accel. Voltage = 80kV

Direct Mag: 3000 x

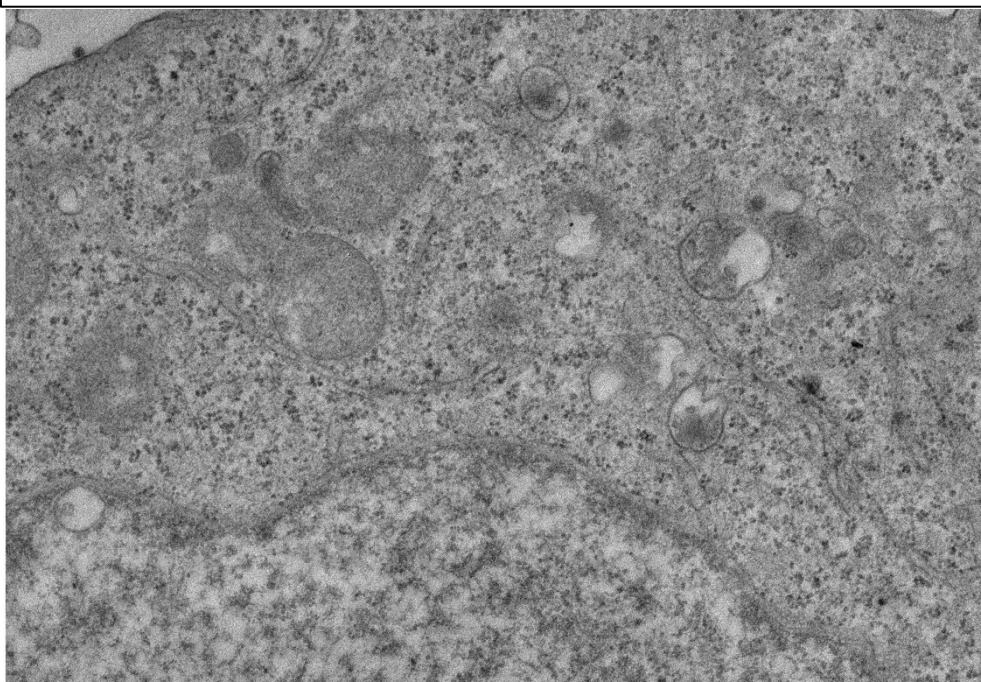

THP-1-po

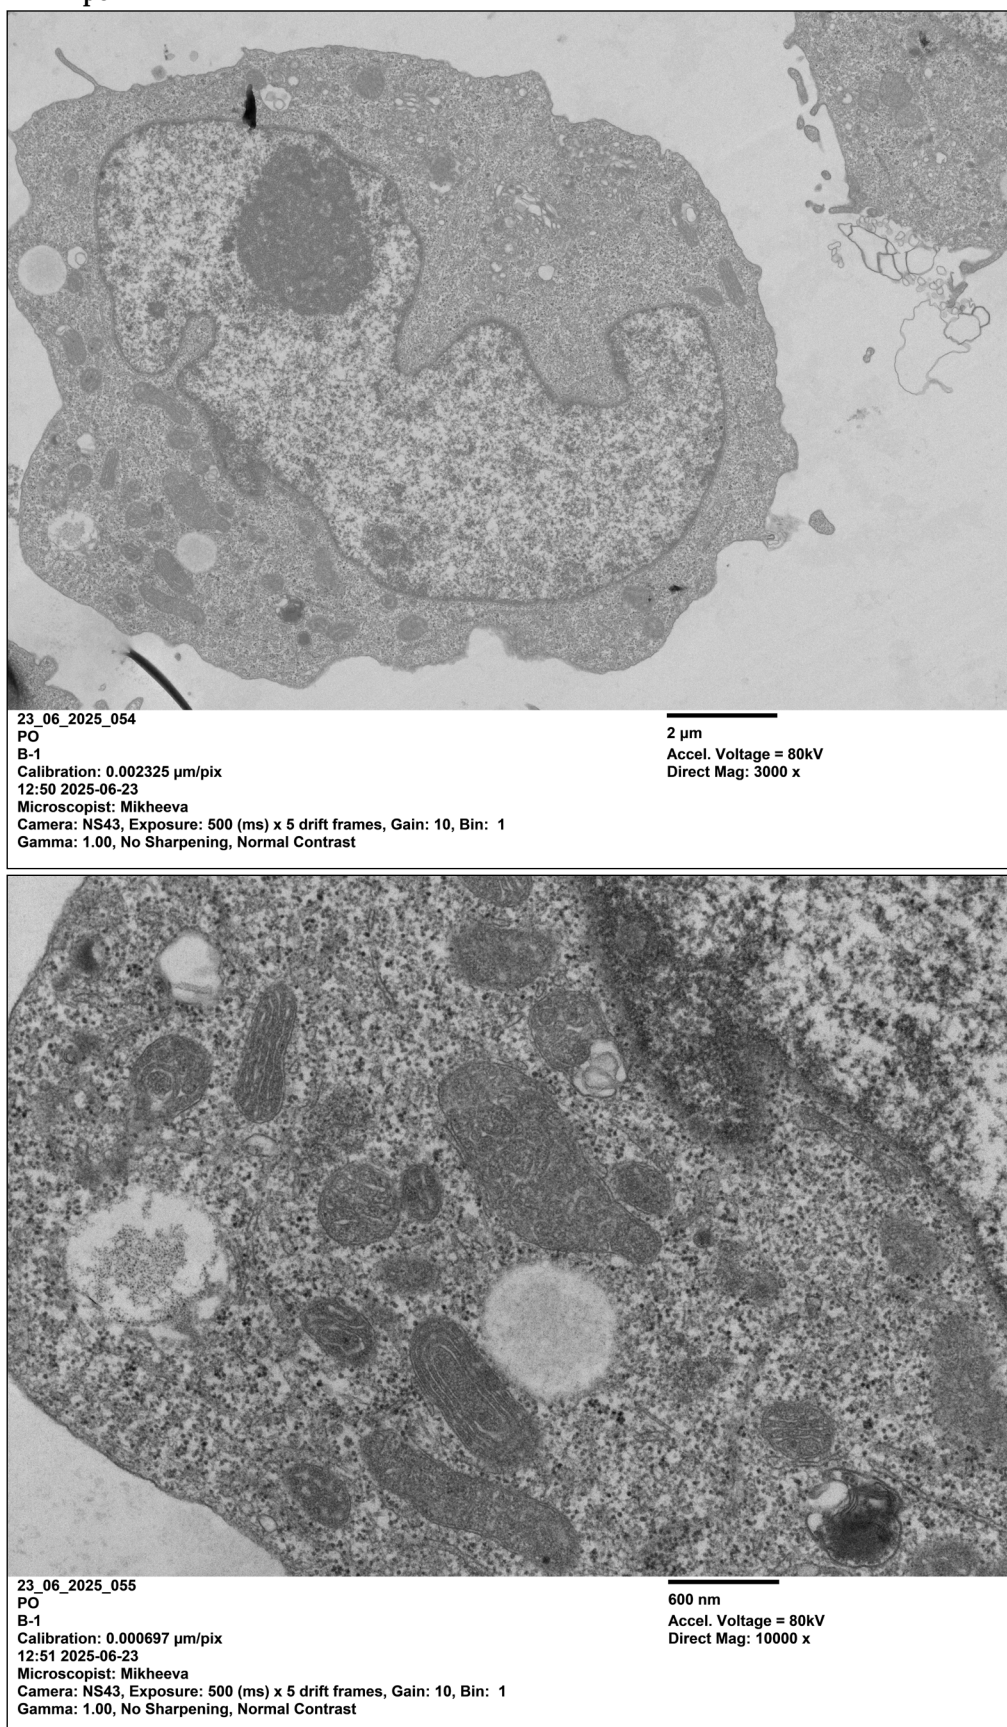

Figure S3. The original electron micrographs of Figure 3.

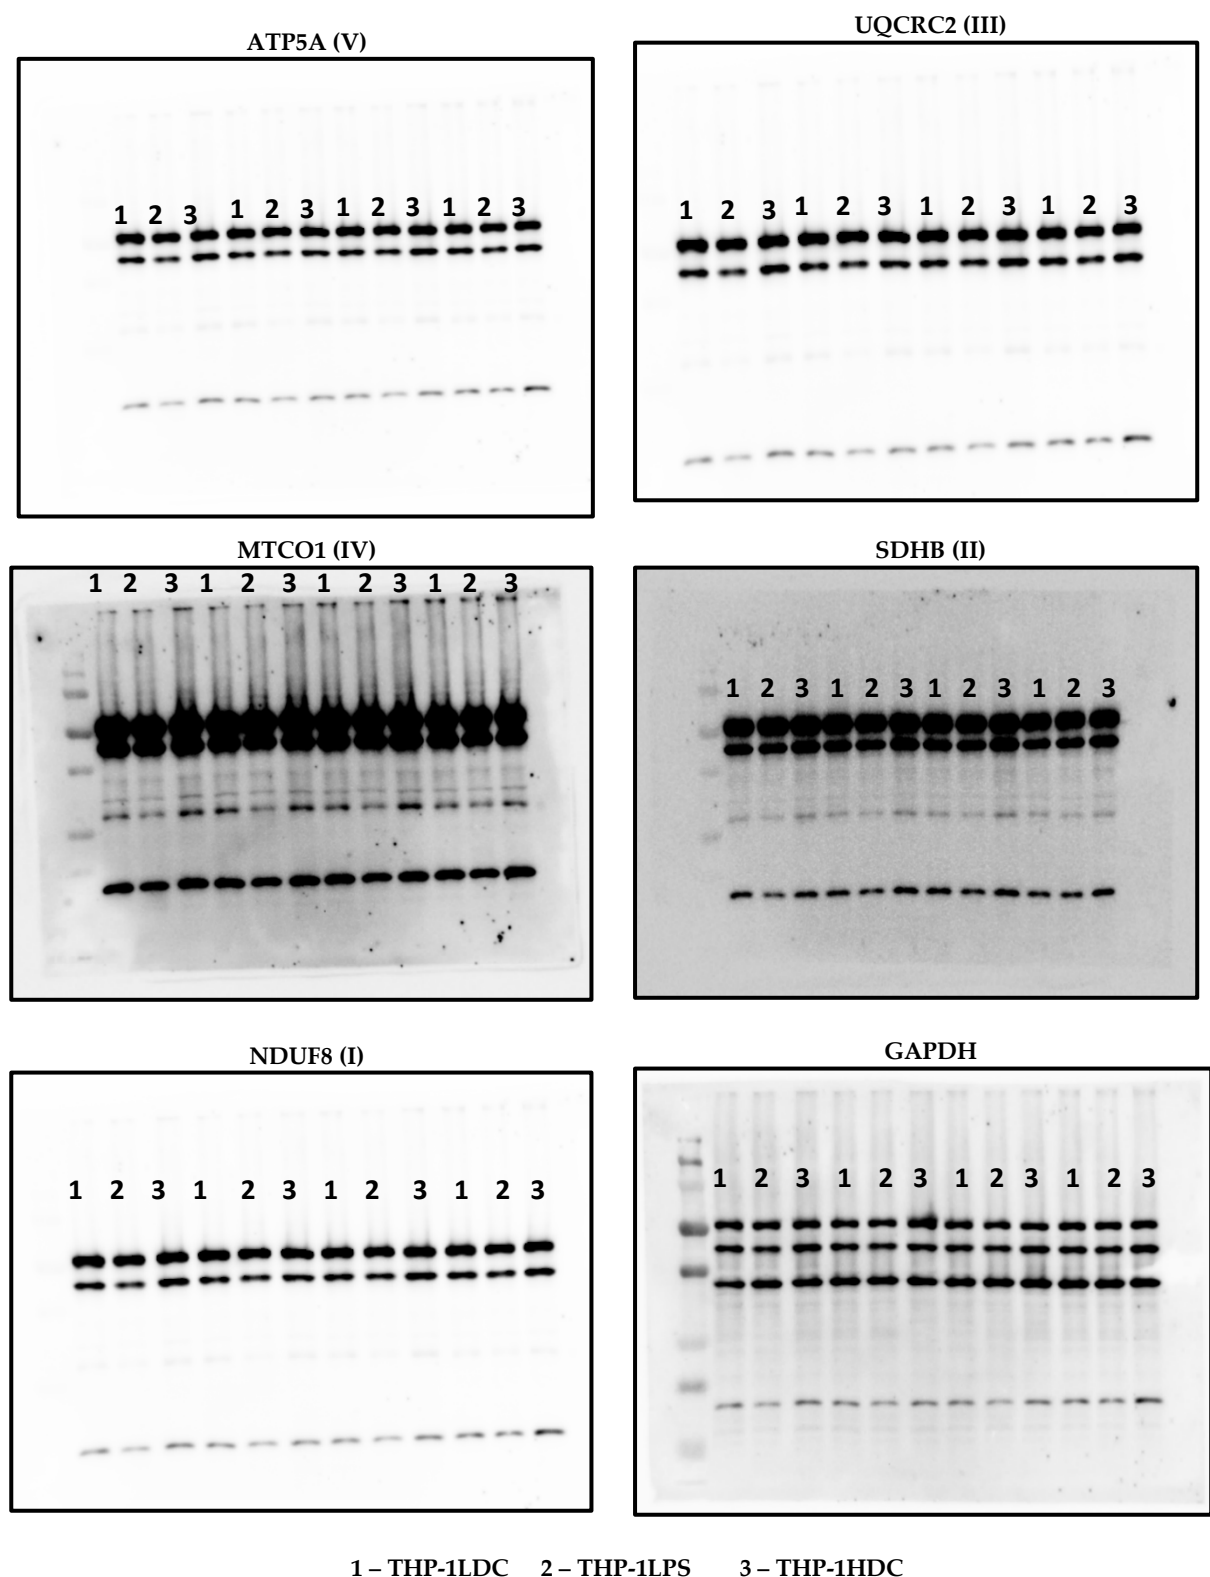

1 – THP-1LDC    2 – THP-1LPS    3 – THP-1HDC

**Figure S4.** The original WB images of Figure 4c.

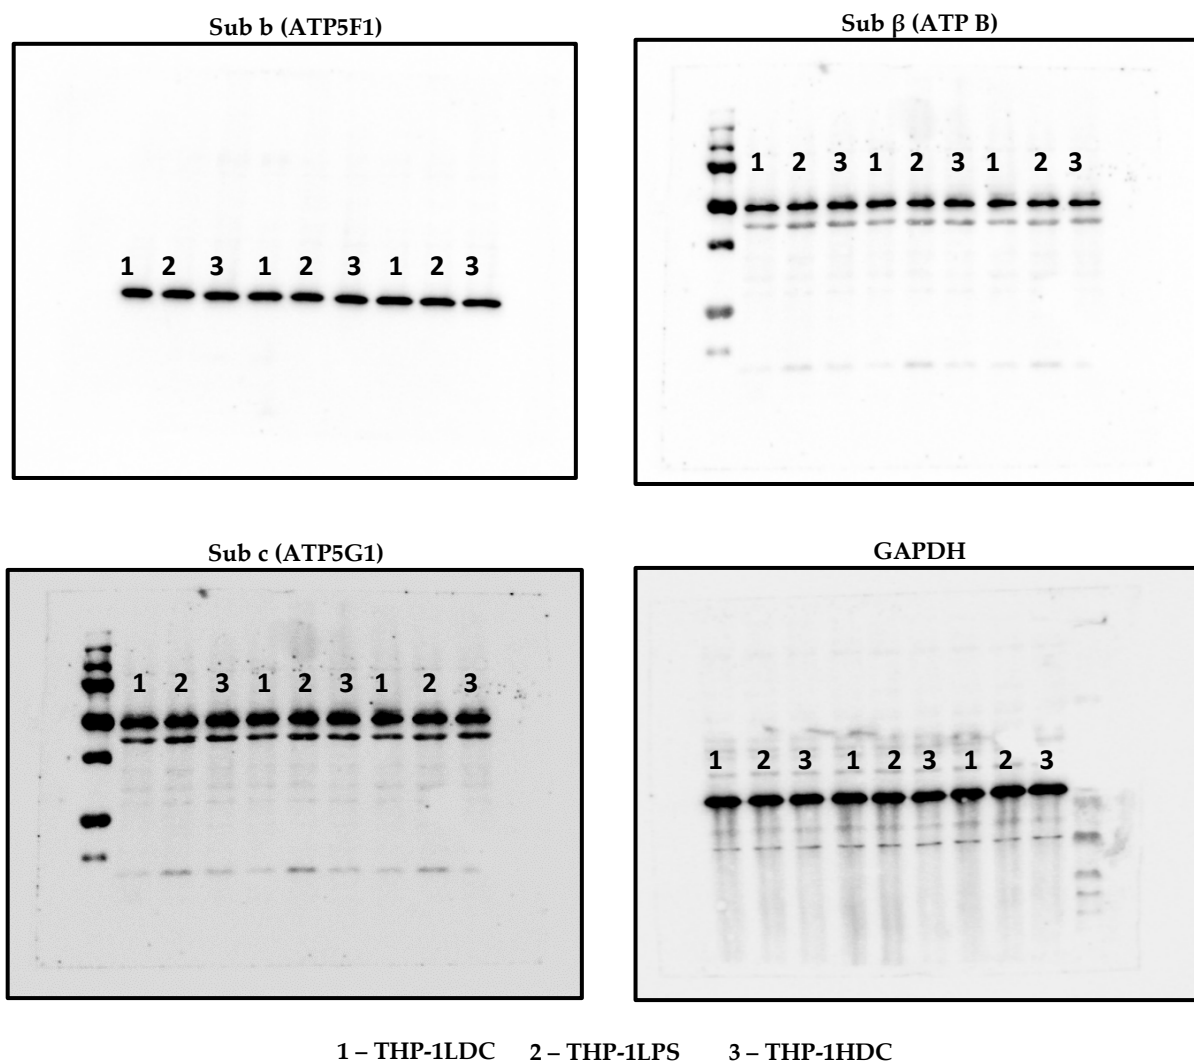

Figure S5. The original WB images of Figure 4e.

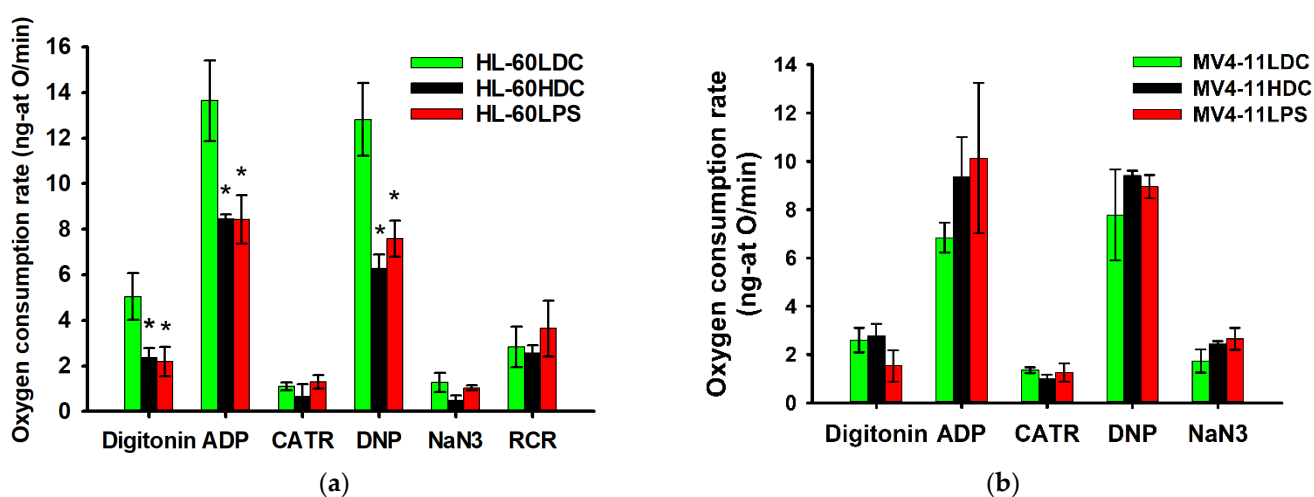

Figure S6. Mitochondrial respiratory chain activity in HL-60 (a) and MV4-11 (b) cells cultured under low-density conditions (LDC), in three-dimensional high-density cultures (HDC), or treated with LPS. The data is given as an average value  $\pm$  SD. \*— $p < 0.05$  in comparison with HL-60LDC or MV4-11LDC cells, respectively.

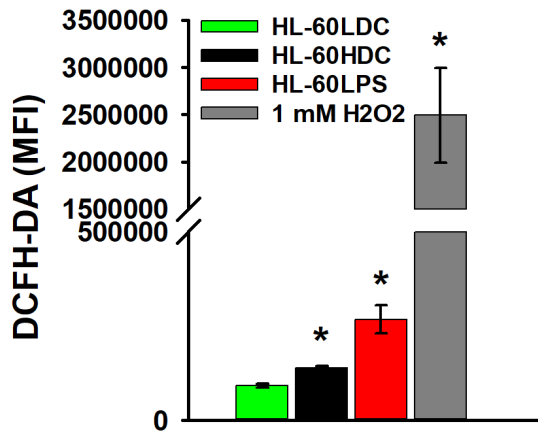

(a)

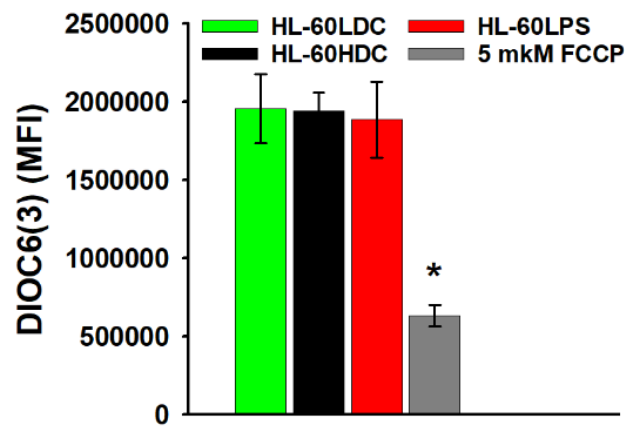

(b)

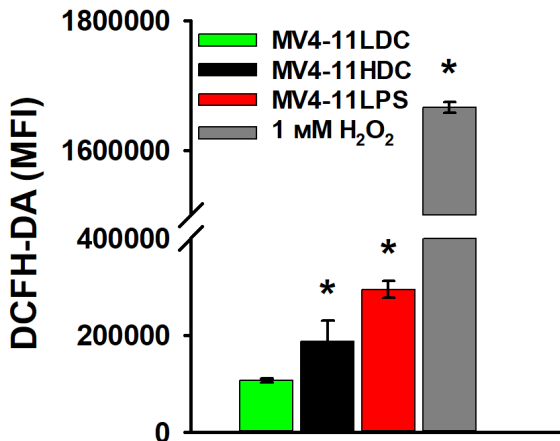

(c)

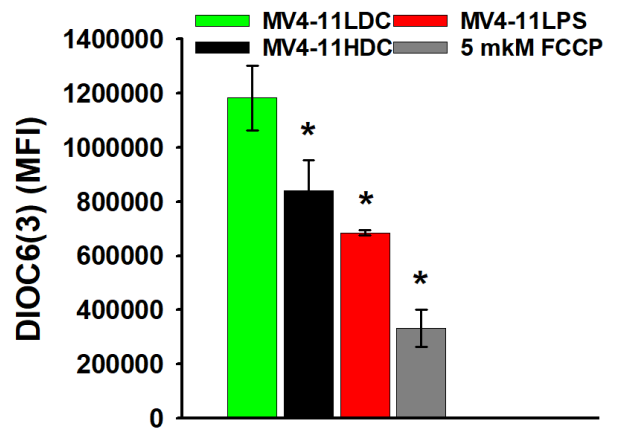

(d)

**Figure S7.** Intracellular ROS production (a, c) and mitochondrial potential (b, d) of HL-60 and MV4-11 cells cultured in low-density (LDC), three-dimensional high-density cultures (HDC) or after LPS (LPS) treatment. MFI is the mean fluorescence intensity of cells loaded with DCFH-DA or DIOC6(3). The data is given as an average value  $\pm$  SD. \*— $p < 0.05$  in comparison with HL-60LDC or MV4-11LDC cells, respectively.

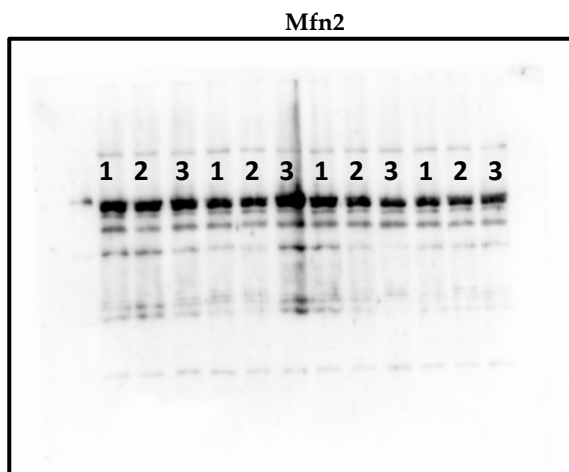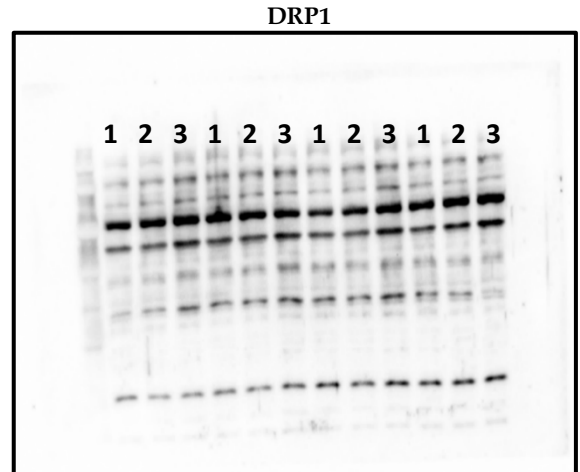

GAPDH

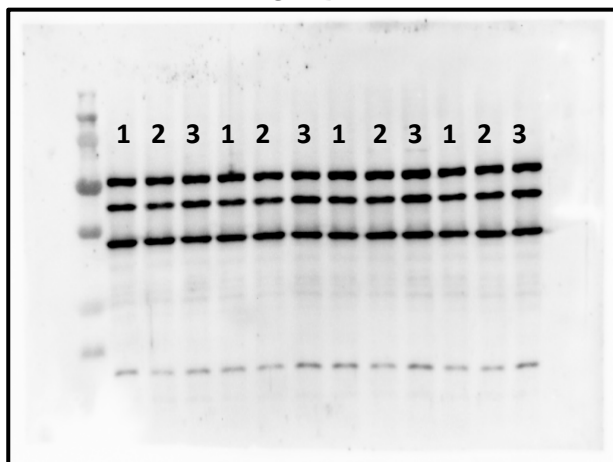

PINK

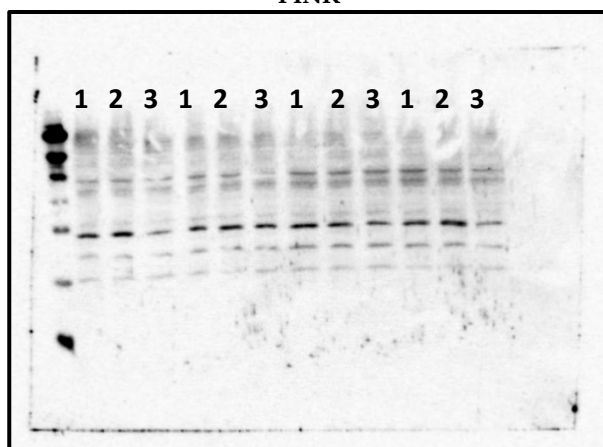

Parkin

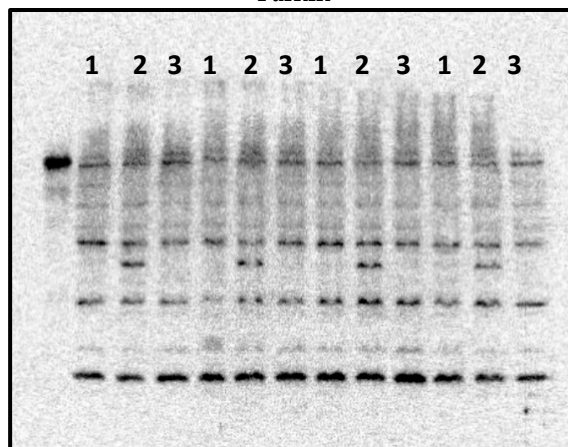

GAPDH

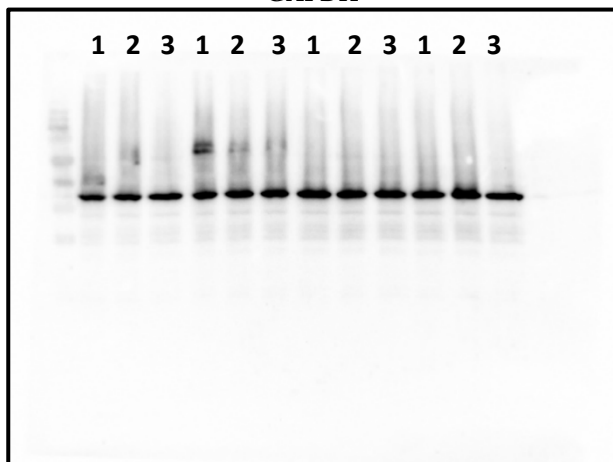

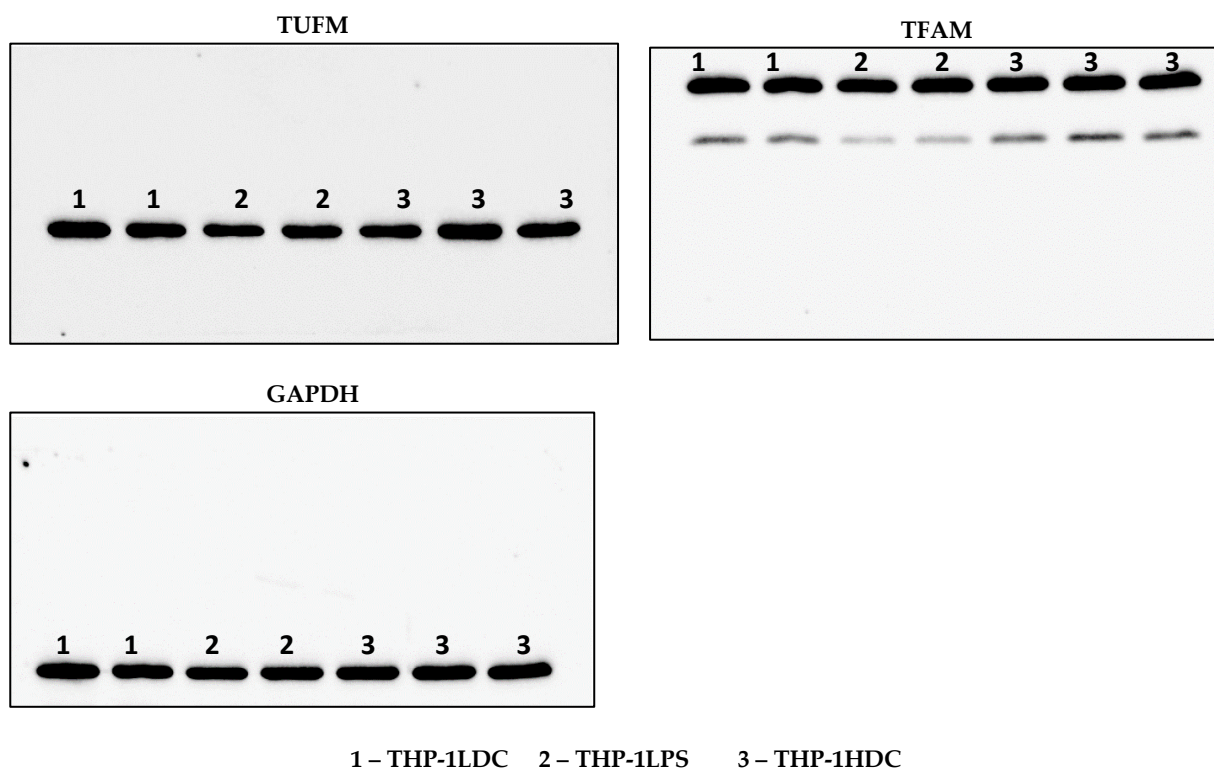

Figure S8. The original WB images of Figure 6a.

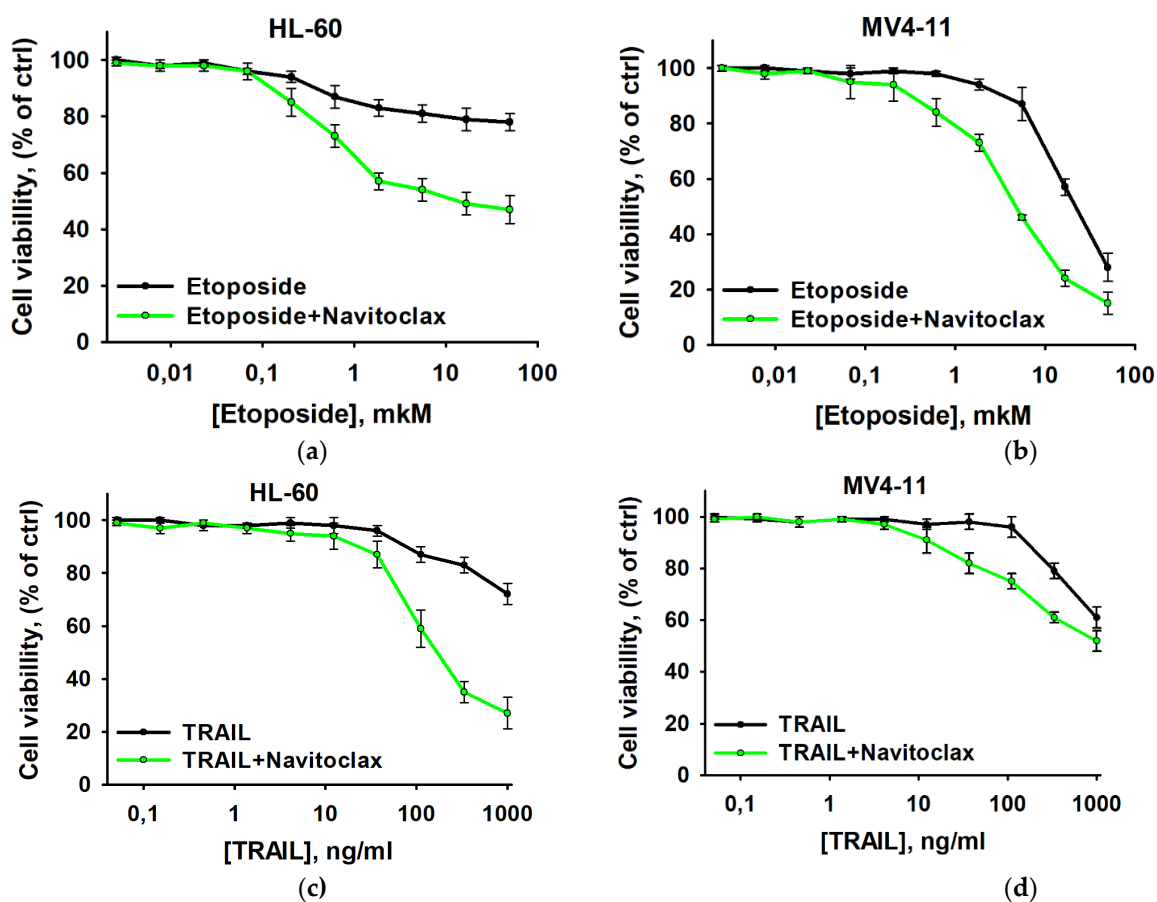

Figure S9. Navitoclax Reduces the Resistance of HL-60 and MV4-11 Cells in the HDC to Etoposide (a, c) and TRAIL (b, d). The data is given as an average value  $\pm$  SD.

**Table S1. Effect size matrices across multiple measured parameters**

### Mitochondrial respiratory chain activity

**Table S2.** MMRGs with differential expression in THP-1HDC AML cells compared to THP-1LDC cells (FDR < 0.05).

How the deposited data were processed for this re-analysis (not part of the article)

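RNA of THP-1 cells was measured in 9 libraries, 3 biological replicates each of THP-1LDC, THP-1HDC and THP-1ad cells. The paper reports on the first 2 of these groups. THP-1ad is an adherent subline that only the labels of the libraries describe. The authors deposited 1 table of raw read counts per Ensembl gene, one column per library. Its values are counts without normalization: they are whole numbers, and the totals differ between libraries. The labels name polyA libraries read on an Illumina instrument, and the paper writes of total RNA sequencing. The aligner, the counting tool, the strandedness and the annotation are not named in the paper's text. The table holds 58302 identifiers, of which 27031 had no count in any of the 9 libraries. Symbols, positions and shared exon bases were taken from GENCODE 29 (GRCh38), which holds 58039 of the identifiers.

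Total counts were 5272989, 5806218 and 5853172 in the THP-1LDC libraries, 5419092, 5205040 and 5467142 in the THP-1HDC libraries, and 6891991, 5446869 and 4806079 in the THP-1ad libraries. A count of 3, taken as the floor, corresponds to between 0.435 and 0.624 CPM. The paper and the labels name no molecular identifiers, and the floor covers counting error only. In the THP-1LDC and THP-1HDC libraries the 10 most abundant genes took between 6.11% and 7.39% of the counts, and the genes encoded by mtDNA between 5.90% and 6.83%. The libraries were checked for duplicates: between replicates of a group the counts differed by more than sampling noise, with a chi-square per gene between 1.25 and 2.97. The replicate numbers were checked for pairing across groups. The deviations of THP-1HDC and THP-1LDC libraries of the same number from their group means had correlations of -0.034, 0.042 and -0.0051 across genes, so the numbers were not used as a block.

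THP-1HDC and THP-1LDC cells were compared with edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr (minimum count 10, minimum total 15) and the quasi-likelihood test with the condition as the only term. P values were adjusted by Benjamini-Hochberg over the 12579 tested genes, and an FDR under 0.05 without a fold-change minimum was used, as in the paper. Standard errors were computed from the log2FoldChange and the F statistic. The THP-1ad libraries were compared with both groups in 1 fit of all 9 libraries with 3 groups, over 13100 tested genes. Gene lists were compared with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01, two-sided, with adjustment within each of 3 groups of lists. The 15 mitochondrial families and 10 other lists were written from gene symbols, because the MitoCarta gene sets were not used here. The third group holds the hub genes and the genes of the blotted proteins. Lists of liver X receptor targets and of cholesterol synthesis were added after values of some sterol genes had been seen. Named genes were chosen by a rule: every hub gene, every gene of the blotted proteins, every gene of the lists for mitophagy and mitochondrial dynamics, the Bcl-2 family and pro-inflammatory genes, and the 5 largest rises and 5 largest falls. The last were taken among genes with FDR under 0.05, a mean of at least 1 CPM and no overlap between the groups. Other genes named in the text were chosen after their values were seen.

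The procedure was tested on simulated data with known changes. Of 196 changed genes among 12412 tested, edgeR recovered 188 (95.9%), with 7 false calls (3.59% of calls) and a slope of fitted on true log2FoldChange of 1.01. DESeq2 recovered 178 of 200 (89%), with 3 false calls (1.66% of calls). All simulated changes of single genes were at least 2-fold, larger than most of the changes reported here, so recovery of smaller changes was not tested. Camera called the list shifted by -0.4 on the log2 scale and 0 of 20 unchanged lists. The simulated genes varied independently, so this result cannot speak to correlation between genes. As alternatives, DESeq2's size factors, upper-quartile normalization and library size only replaced TMM. The filter was dropped or set to at least 10 counts in every library. The test was replaced by DESeq2 1.42.0, a replicate block was added, all 9 libraries were fitted together, the genes encoded by mtDNA were left out, and each library was left out in turn. Camera was replaced by fry, by fgsea 1.28.0 with 10000 permutations, and by camera with an estimated correlation. The main settings, these alternatives, the gene lists and the rule for named genes were fixed before the data were examined, apart from the 2 added lists. DESeq2 with 3 groups and its shrunken log2FoldChange values (types normal and apeglm, apeglm 1.24.0) were added after the data had been seen. The network analysis and the experiments without sequencing data were left out. The comparison of Table S2 with the counts used all 355 listed genes.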

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

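The tests with MYC and with SLC30A1 and the simulations of unchanged groups in their present form were chosen only after the results they concern had been seen, and the 2 lists of sterol-responsive genes were written after some of their genes had been seen. The other tests here were chosen earlier.

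The deposited counts include 3 libraries of THP-1ad cells, on which the paper does not report. Relative to THP-1LDC cells, 7766 of 13100 tested genes differed at FDR under 0.05 in edgeR, 3808 upregulated and 3958 downregulated. Relative to THP-1HDC cells 6856 genes differed, 3549 upregulated and 3307 downregulated. In each comparison 1 of the 10 splits of the 6 libraries, the split by culture, gave as many genes. With 3 libraries against 3 the share of splits is never under 0.1, so the splits alone cannot exclude chance. In 20 simulations of unchanged groups at most 697 genes differed at an unadjusted p under 0.05 in either comparison. At FDR under 0.05 at most 2 and 3 differed, which argues against independent variation of single genes between replicates as the cause. The simulations drew each gene independently at the fitted dispersion, so they cannot speak to variation shared by many genes, as from a batch. Over the alternatives the number of genes ranged from 6461 to 7894 relative to THP-1LDC cells and from 5466 to 6944 relative to THP-1HDC cells. The subline, its medium and its attachment to the flask differ together from the other cultures, and no explanation among them was tested.

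Of the 355 genes of Table S2, 255 were lower and 43 were higher in THP-1ad than in THP-1LDC cells. The study chose these genes on the THP-1HDC and THP-1LDC libraries. When every library was thinned 10 times to 4806079 counts, at least 249 genes were still lower, which argues against library size. As many genes in one direction came from 1 of the 10 splits of the 6 libraries, a share that is never under 0.1. In 20 simulations of unchanged groups with the fitted dispersion, 0 of the 355 genes were lower at FDR under 0.05 and at most 13 at an unadjusted p under 0.05. This argues against independent variation of single genes between replicates as the cause. Variation shared by many genes was not simulated. Both contrasts share the THP-1LDC libraries. Across the 355 genes, which are not independent replicates, their log2FoldChange values had a correlation of 0.554, within the 0.414 to 0.605 that the simulations gave, so this correlation shows nothing beyond the shared libraries. With separate THP-1LDC libraries for each contrast the correlation was between 0.503 and 0.541, against at most 0.172 in the simulations. The study chose the 355 genes by their difference from all THP-1LDC libraries, a choice the simulations did not repeat here. Such a choice can raise this correlation, so it cannot decide the question. When 355 genes were chosen in each simulation by their p between THP-1HDC and THP-1LDC cells, at most 48 were lower in THP-1ad cells at an unadjusted p under 0.05, against 193 in the data for genes chosen in the same way. This count, for which the choice was repeated, argues against the shared libraries as the whole cause. In the direct contrast, 161 of the 312 genes downregulated in THP-1HDC cells did not differ between THP-1ad and THP-1HDC cells, 67 were lower still in THP-1ad cells and 84 were higher. A change that comes with growth at high density and one that comes with the adherent subline stay open as biological explanations, and neither was tested.

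The direction of the change differed between the cultures for 26 genes of Table S2, all 26 of which also differed between THP-1ad and THP-1HDC cells. Of these, 7 were upregulated in THP-1HDC and downregulated in THP-1ad cells, and 19 the other way. BCL2 was one of the 7. Its log2FoldChange relative to THP-1LDC cells was 0.34 in THP-1HDC and -0.42 in THP-1ad cells, and -0.76 between THP-1ad and THP-1HDC cells (standard error 0.060, FDR = 2.33e-13 in edgeR). With library size only, the value in THP-1ad cells was -0.41, which argues against composition scaling as the source of the opposite signs. No biological explanation was tested.

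Among 10 lists of genes outside the paper's mitochondrial sets, 5 changed in THP-1HDC relative to THP-1LDC cells at FDR under 0.05 in limma's camera. Of the 10 splits of the 6 libraries, 2 gave at least as many lists, another split giving 6, so grouping by chance stays open for this count. With an estimated correlation 1 list, cytosolic ribosome biogenesis, passed (FDR = 0.0319), and with fry 7. The genes of cytosolic ribosome biogenesis had a median log2FoldChange of -0.50, with 28 of 28 downregulated (camera FDR = 8.38e-21). The highest FDR over 10 thinnings was 2.12e-20, and 0.01% of 10000 lists matched on expression, exon length and GC content had a median as low, the smallest share these lists can give. Both argue against library size, and GC content and gene length, as the cause. MYC did not differ (log2FoldChange -0.016, FDR = 0.861 in edgeR), which argues against lower MYC RNA. Slower growth at high density is a candidate explanation that was not tested.

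Glycolysis genes had a median of -0.36, with 12 of 18 downregulated and 1 upregulated (camera FDR = 4.82e-06), and 0.01% of matched lists were as low. LDHA (-0.63), ENO1 (-0.62), SLC16A1 (-0.82) and SLC2A1 (-0.49) fell, and ALDOC rose (1.45). GC content and gene length are therefore unlikely as the cause. With an estimated correlation the list did not pass (FDR = 0.13). Interferon-stimulated genes had a median of 0.49, with 6 of 12 upregulated (camera FDR = 0.01), a highest FDR over the thinnings of 0.0136, and 0.04% of matched lists as high. The tables argue against library size, GC content and gene length. In THP-1ad cells the median relative to THP-1LDC cells was 1.61. With an estimated correlation the FDR in THP-1HDC cells was 0.13. The cytosolic ribosomal proteins had a median of 0.18, with 41 of 79 upregulated and 8 downregulated (camera FDR = 4.82e-06), and 0.01% of matched lists were as high, which argues against GC content and gene length. With an estimated correlation the FDR was 0.505. Between THP-1ad and THP-1HDC cells their median was -0.49 (camera FDR = 2.14e-17). Reads shared with ribosomal protein pseudogenes stay open, as untested. The cell cycle list had a median of -0.15, with 7 of 20 genes downregulated (camera FDR = 0.01). Of the matched lists 25% were as low, so this fall lies within what such lists give. With an estimated correlation the FDR was 0.508. Upper-quartile normalization moved the median of all tested genes to 0.057 and library size only to 0.035, less than the size of any of these medians. The days in culture and the density stay open as biological explanations of these lists.

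Metallothionein genes, which the paper does not discuss, were among the largest falls. MT1G fell from 37.03 ± 3.36 CPM to 4.03 ± 0.64 CPM (SD, n = 3), a log2FoldChange of -3.19 (standard error 0.16, FDR = 3.07e-14 in edgeR), and MT2A had a log2FoldChange of -2.13 (standard error 0.16, FDR = 6.36e-11 in edgeR). MT1E (-1.64), MT1X (-1.56) and MT1F (-1.11) fell as well. The summed counts of 11 metallothionein genes had a log2FoldChange of -1.73 (standard error 0.069, FDR = 2.32e-16 in edgeR), which argues against a shift of reads between paralogs. SLC30A1, another zinc-responsive gene, had a log2FoldChange of -1.35 (FDR = 1.18e-11 in edgeR), so the fall was not confined to the metallothioneins. Less available zinc after 5 days in the same medium is a candidate explanation that was not tested.

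ABCA1 was at or under 3 counts in the THP-1LDC libraries and had 24, 26 and 50 counts in the THP-1HDC libraries, at least 10.8-fold higher. In THP-1ad cells its mean was 97.0 CPM. ABCA1 is a target of liver X receptors. Of 10 other tested targets, 3 were upregulated (MYLIP at 1.46 and SCD at 1.08 among them) and 2 downregulated (APOC1 -0.57, FASN -0.17), and 10.5% of matched lists had a median as high, so activation of these receptors cannot be told apart from its absence by this list, whose members go both ways. SREBF1 (log2FoldChange 1.96) and INSIG1 (1.52), chosen after their values were seen, were upregulated too. Of 17 cholesterol synthesis enzymes 15 were higher, 9 upregulated and 2 downregulated (NSDHL -0.29, PMVK -0.32) at FDR under 0.05, with a median of 0.25, and 0.02% of matched lists were as high. Sterol depletion in medium that was not replaced may explain the rise of the cholesterol synthesis enzymes. It leaves the rises of ABCA1 and MYLIP, targets of liver X receptors, unexplained. Sterol depletion is a hypothesis found and tested on the same libraries.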

How the results depend on the processing

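DESeq2 with all 9 libraries in 3 groups and DESeq2 with shrunken log2FoldChange values were chosen after the data had been seen. The other alternatives were fixed earlier, all of them were run, and no tests in this part were chosen after a result was seen. A gene that an alternative filtered out, and a gene encoded by mtDNA where those genes were left out, has no value under it.

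The number of genes differing between THP-1HDC and THP-1LDC cells (4917) ranged from 3381 with DESeq2 to 5334 with all 9 libraries in one fit, and from 4084 to 4883 across the 6 fits that each left out one library. Of the 3381 genes called by DESeq2, 3349 were also among the 4917. The number of upregulated genes fell from 2369 to 1459 with DESeq2, and the cause was not tested. The share of upregulated genes among the differing genes was 48.2%, against 58.2% with upper-quartile normalization, where the median of all tested genes was 0.057, and 4429 of the 4917 genes were called under both. Without a filter 29337 genes were tested and 4689 differed, and with at least 10 counts in every library 11616 were tested and 4721 differed. DESeq2 with 3 groups, chosen after the data had been seen, called 3954 genes, 1821 upregulated and 2133 downregulated. The number of differing genes of Table S2 (354) lay between 338 and 354 under the alternatives fixed earlier, with 343 under DESeq2 and 338 to 346 across the fits that each left out one library.

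With the replicate block (libraries paired by replicate number) 4795 genes and 354 of Table S2 differed. The numbers pair nothing detectable: the deviations of same-numbered libraries had correlations of -0.034, 0.042 and -0.0051.

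The number of downregulated mitochondrial families (11) lay between 11 and 14 under the alternatives fixed earlier, apart from camera with an estimated correlation, where it was 0, with 8 families at an unadjusted p under 0.05. The correlations estimated there ranged from -0.034 to 0.618, and their precision was not examined. Fry gave 13, with Complex II and Complex IV passing too, and fgsea 11. The number of upregulated families stayed 0 under each. The number of changed other lists (5) was 1 with an estimated correlation, where the listed genes' own correlation enters the test. With camera at the preset correlation, 11 of the 15 families kept the direction of their median and their side of the threshold under every alternative of normalization, filter, gene test and libraries tried. Fatty acid β-oxidation reversed, from -0.048 to 0.0041 with upper-quartile normalization, a scaling that moved the median of all tested genes by about as much, from 0.0037 to 0.057. The other changes under these alternatives were 7, each towards passing the threshold. Complex II, Complex IV and the mRNAs encoded by mtDNA passed without a filter and with DESeq2. The mRNAs encoded by mtDNA also passed without replicate 1 of the THP-1HDC cells (-0.13). With DESeq2, camera's form for precomputed statistics took every gene with a p value, so genes with low counts entered in both settings.

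The share of variance on PC1 (82.1%) moved to 86.6% with DESeq2-normalized counts, to 50.6% with all tested genes standardized and to 63.3% with all tested genes centred only. The last 2 include genes that do not differ between the groups.

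Of 89 results for named genes, 61 kept their direction and their side of the threshold under every alternative. Those that reversed had an FDR over 0.05 in the reported fit. With upper-quartile normalization, which shifts genes alike, the log2FoldChange was 0.017 for BCL2L1, 0.0047 for DNM1L and 0.046 for MT-CO1, and with library size only, another such shift (median of all tested genes 0.035), it was 0.024 for MT-CO1. The cause of the other reversals was not tested. MFF was -0.0056 without a filter and -0.011 with DESeq2, and -0.00071 with 9 libraries in DESeq2, -0.010 with normal and -0.0090 with apeglm shrinkage, the last 3 chosen after the data had been seen. Across the fits that each left out one library, BCL2L1 ranged from -0.16 to 0.045, BCL2L2 from -0.0018 to 0.15, BID from -0.0072 to 0.065 and CXCL8 from -0.18 to 0.44.

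Across the same fits DNM1L ranged from -0.11 to 0.0040, FIS1 from -0.14 to 0.012, MFF from -0.050 to 0.061, MT-CO1 from -0.059 to 0.057, NFKBIA from -0.022 to 0.21 and UQCRC2 from -0.016 to 0.062. In these fits the sign changed without replicate 2 of the THP-1HDC cells for BCL2L1 (0.045), DNM1L (0.0040), FIS1 (0.012) and MT-CO1 (0.027), and without replicate 3 of the THP-1LDC cells for BCL2L1 (0.011), BID (-0.0072), CXCL8 (-0.0046), MFF (-0.029) and MT-CO1 (0.057). It changed without replicate 2 of the THP-1LDC cells for BCL2L2 (-0.0018), without replicate 1 of the THP-1HDC cells for NFKBIA (-0.022) and MFF (-0.011), without replicate 3 of the THP-1HDC cells for CXCL8 (-0.18), UQCRC2 (-0.016) and MFF (-0.050), and without replicate 1 of the THP-1LDC cells for MFF (-0.029). The other changes in named genes, those under the alternatives chosen later included, were 61 losses and 8 gains of the call with the direction kept. Under the alternatives fixed earlier, SDHA and OPA1 lost their calls 7 times each, ICAM1 under 6, MT-ND1 under 5, BBC3 and NDUFA10 under 4, MDH2 and BCL2L11 under 3.

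Relative to THP-1LDC cells the number of Table S2 genes lower in THP-1ad cells (255) lay between 233 and 257. For genes at or under the floor of 3 counts, near 0.5 CPM, in both groups, a difference between the groups was not detectable at this depth.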

Differences from the paper's values

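No tests in this part were chosen after a result was seen, apart from the added DESeq2 settings named as such.

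PC1 held 82.1% of the variance and PC2 6.19%, against the paper's about 51% and about 14% in Fig. S1, read by eye. Of the alternatives set before the data were examined, PCA of all tested genes came near the paper's values when standardized (50.6% and 15.6%) and less near when centred only (63.3% and 11.2%). DESeq2-normalized counts of the differing genes gave 86.6% and 5.23% and did not. The paper describes strong similarity within groups. Replicates 2 and 3 of the THP-1LDC cells were 32949 apart in Euclidean distance, against a median of 32041 between the groups.

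Of the 355 genes of Table S2, 11 had log2FoldChange values that differed from the paper's by more than the standard error, 5 below and 6 above the paper's, and 0 of the 11 nearer to 0 than the paper's. Of these, 4 are hub genes or genes named by rule. For ABAT it was 1.72, and the paper's is 0.919. None of the alternatives set before the data were examined closed the gap (1.502 to 2.00). DESeq2 with apeglm shrinkage, chosen after the values were seen, gave 1.40 with a standard error of 0.54, and DESeq2 with normal shrinkage, also chosen after, gave 0.62 and did not close the gap. For ACSF2 it was 1.18, and the paper's is 0.993. DESeq2 (1.17, standard error 0.22) and the fits without replicate 1 of either group (1.14 and 1.08) or replicate 3 of the THP-1LDC cells (1.12) came within the error, and the other alternatives set before the data were examined did not. For BNIP3L it was 1.19, and the paper's is 1.06. The fits without a filter (1.18), with DESeq2 (1.18), with all 9 libraries (1.19), without replicate 3 of the THP-1HDC cells (1.13) and without replicate 1 (1.16) or 3 (1.08) of the THP-1LDC cells came within the error, and the other alternatives set before the data were examined did not. For PPOX it was 0.854, and the paper's is 0.638. DESeq2 (0.844), the replicate block (0.837) and the fits without replicate 1 of either group (0.567 and 0.690) came within the error, and the other alternatives set before the data were examined did not. With both shrinkage types, chosen after the values were seen, ACSF2 (0.86 and 1.09), BNIP3L (0.96 and 1.13) and PPOX (0.51 and 0.63) were within the error, as they were with DESeq2 with 9 libraries in 3 groups (1.18, 1.19 and 0.854), also chosen after.

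The other 7 genes follow. For CRYZ the value was -1.41, and the paper's is -0.869. None of the alternatives set before the data were examined closed the gap (-1.66 to -1.27). For HSPE1 it was -1.03, and the paper's is -0.625. The fits without replicate 1 of either group (-0.81 in THP-1HDC and -0.80 in THP-1LDC cells) came within the error, and the other alternatives set before the data were examined did not. For CHCHD6 it was -1.01, and the paper's is -0.677. DESeq2 (-1.03) and the fit without replicate 2 of the THP-1HDC cells (-0.87) came within the error, and the others did not. For THNSL1 it was -1.003, and the paper's is -0.679. DESeq2 (-1.02) and the fits without replicate 1 of the THP-1HDC cells (-0.93) or replicate 2 of the THP-1LDC cells (-0.89) came within the error, and the others did not. For NDUFAF2 it was -0.93, and the paper's is -0.722. Upper-quartile normalization (-0.88), library size only (-0.90), DESeq2 (-0.94) and the fits without replicate 1 (-0.91) or 3 (-0.90) of the THP-1HDC cells or replicate 3 of the THP-1LDC cells (-0.84) came within the error, and the others did not. For PPM1K it was 1.16, and the paper's is 0.990. DESeq2 (1.15) and the fits without replicate 2 of the THP-1HDC cells (1.12) or replicate 2 (1.14) or 3 (1.15) of the THP-1LDC cells came within the error, and the others did not. For AIFM3 it was 1.06, and the paper's is 0.768. DESeq2 (1.05) and the fits without replicate 3 of the THP-1HDC cells (0.88) or replicate 2 (0.96) or 3 (0.94) of the THP-1LDC cells came within the error, and the others set before the data were examined did not. Of the settings chosen after the values were seen, apeglm shrinkage brought all 7 within the error (-1.15 for CRYZ, -0.59 for HSPE1, -0.70 for CHCHD6, -0.70 for THNSL1, -0.76 for NDUFAF2, 1.07 for PPM1K and 0.85 for AIFM3). Normal shrinkage and DESeq2 with 9 libraries in 3 groups, both chosen after, did so for these genes apart from CRYZ and HSPE1.

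Across the 355 genes the values had a correlation with the paper's of 0.989. With DESeq2 355 of 355 were farther from 0 than the paper's, with normal shrinkage 0 of 355 (correlation 0.996) and with apeglm shrinkage 50 of 355 (correlation 0.995), the last 2 chosen after the values were seen.

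The paper calls 355 genes of Table S2, of which 313 are listed as downregulated. In edgeR 354 were called, without MT-ND5 (FDR = 0.0993), which DESeq2 called (FDR = 0.018). DESeq2 with the 6 libraries called 343. The 12 others had an FDR between 0.0501 and 0.0545, and among them were NBR1 and PMPCB of the hub genes. DESeq2 with 9 libraries in 3 groups, chosen after the values were seen, called 355.

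The paper states that genes of fatty acid β-oxidation are induced. In the list of 25 genes 5 were upregulated and 5 downregulated, CPT1A (-0.50) among the latter, and the median was -0.048 (0.0041 with upper-quartile normalization). The 5 upregulated genes are hub genes that the study chose on these libraries, and the median includes them. The paper describes the genes of the tricarboxylic acid cycle as decreased. Of 18 genes 12 were downregulated, with a median of -0.26 (camera FDR = 0.000586, limma). The 1 exception at FDR under 0.05 was IDH2, which was upregulated (log2FoldChange 0.17, FDR = 0.0281 in edgeR). The paper gives a smaller number of downregulated hub genes than it names, and ATP5F1O, which it names, is in neither Table S2 nor the annotation used here.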

Other observations

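The tests of a fall confined to mitochondrial genes, of a lower share of cycling cells, and of FUNDC1, and the simulations of unchanged groups, were chosen only after the results had been seen. The other tests here were chosen earlier.

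For the comparison of THP-1HDC with THP-1LDC cells, 1 of the 10 splits of the 6 libraries, the real one, gave as many differing genes (4917), 1 of 10 as many genes of Table S2, and 1 of 10 as many families in one direction, although another split gave 10 families. With 10 splits the share is never under 0.1, so the splits alone cannot exclude chance. In 20 simulations of unchanged groups, with all 9 libraries in one fit, at most 684 genes differed at an unadjusted p under 0.05. At FDR under 0.05 at most 3 differed, against 5334 in the data under that fit. This argues against independent variation of single genes between replicates as the cause of the differing genes. Each gene was drawn independently, so variation shared by many genes stays open. The families were not tested by these simulations. The 11 downregulated families were 11 in each of 10 thinnings to 5205040 counts, and 11 without the 50 most abundant genes, which took between 12.9% and 14% of the counts. These values argue against library size and against a few genes taking most of the counts. The 282 nuclear genes of the families had a median log2FoldChange of -0.29, and 0.01% of 10000 lists matched on expression, exon length and GC content were as low, the smallest share possible, which argues against GC content and gene length. The fall was not confined to mitochondrial genes, since cytosolic ribosome biogenesis fell by 0.50 in the median. The cell cycle list fell by 0.15 in the median, less than the nuclear mitochondrial genes. Its genes ranged from -0.72 for RRM2 to 0.13 for PCNA, and 25% of matched lists were as low. This median therefore cannot decide whether a lower share of cycling cells contributed. A lower demand for ribosomes and mitochondria in dense cultures may link the falls of ribosome biogenesis and mitochondrial genes, which was not tested. The cytosolic ribosomal proteins went the other way (median 0.18, 41 of 79 upregulated and 8 downregulated), which such a demand leaves unexplained. Time in culture and density remain confounded.

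Of 316 genes of the mitochondrial families and of mitophagy, 4 were at or under 3 counts in every library, TOMM6 (100% of exon bases shared with another gene), ACAD11 (83.8%), CPT1C (0%) and FUNDC1 (0%). Their mean share of 45.9% against 8.05% for the rest differed in a one-sided permutation test (p = 0.00041), which is consistent with reads left out where genes overlap, for TOMM6 and ACAD11. It cannot explain FUNDC1, with a share of 0. FUNDC1 sits in a run of 13 protein-coding genes at or under the floor, on chromosome X from 41447434 to 45200901, KDM6A among them, with 16 counts in total over the 9 libraries. The flanking genes DDX3X and KRBOX4 had 20834 and 461 counts. Loss of this segment in the cell line cannot be told apart from silent genes, since 37 runs at least as long exist among protein-coding genes, of which 31.8% were at or under the floor. A run of 22 genes around CDKN2A on chromosome 9, from 21077105 to 22455740, held 6 counts.

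Of 13 tested genes of the proteins that the paper measured by immunoblotting, 8 were downregulated (camera FDR = 0.000126, limma). Among them were MFN2 (log2FoldChange -0.53), SDHB (-0.50), ATP5F1B (-0.45) and TFAM. DNM1L (-0.048, 0.0047 with upper-quartile normalization), NDUFB8 (-0.10, 48.5% of exon bases shared), UQCRC2 (0.023, -0.016 without replicate 3 of the THP-1HDC cells) and MT-CO1 (-0.0082, 0.046 with upper-quartile normalization) did not differ at FDR under 0.05. PINK1 had a log2FoldChange of 0.28 (standard error 0.19, FDR = 0.255 in edgeR), with 41.7% of its exon bases shared. In the paper's blots of THP-1HDC cells, SDHB, UQCRC2, MTCO1, DRP1 and the ATP synthase c subunit rose, and PINK1 and Parkin fell. The blots showed no significant change of MFN2, TFAM and TUFM. RNA and protein therefore went opposite ways for SDHB, and the RNA falls of MFN2 and TFAM had no counterpart in protein.

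Other lists did not pass the threshold of limma's camera: mitophagy and mitochondrial dynamics (FDR = 0.618), the Bcl-2 family (FDR = 0.431), 4 tested of 13 listed pro-inflammatory genes, too few to speak for the list (FDR = 0.142), hypoxia targets (FDR = 0.796) and integrated stress response targets (FDR = 0.378). The hub lists, which the study chose on these libraries, passed it (FDR = 4.00e-13 and 1.23e-12). TNF was upregulated (log2FoldChange 1.65, standard error 0.22, FDR = 9.31e-07 in edgeR), as was ICAM1 (0.96, FDR = 0.0353 in edgeR), which shares 23.6% of its exon bases. ICAM1 lost its call under 6 alternatives, among them the fits without replicate 1 (0.92) or 2 (0.89) of the THP-1HDC cells and without replicate 2 (0.90) or 3 (0.83) of the THP-1LDC cells. IL6, IL9 and CCL4 were listed at 0 in all libraries. The largest rises besides ABCA1 were those of LSP1 (log2FoldChange 3.36), RAB37 (3.05), OLMALINC (2.87) and TRD-AS1, at least 4.66-fold higher. The largest falls besides MT1G and MT2A were those of IPO4 (-2.54), which shares 70.1% of its exon bases, SAMD11 (-2.23) and CTXN1 (-1.99).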
